# Systematic assessment of ISWI subunits shows that NURF creates local accessibility for CTCF

**DOI:** 10.1038/s41588-024-01767-x

**Published:** 2024-05-30

**Authors:** Mario Iurlaro, Francesca Masoni, Ilya M. Flyamer, Christiane Wirbelauer, Murat Iskar, Lukas Burger, Luca Giorgetti, Dirk Schübeler

**Keywords:** Epigenetics, Gene regulation, Epigenomics

## Abstract

Catalytic activity of the imitation switch (ISWI) family of remodelers is critical for nucleosomal organization and DNA binding of certain transcription factors, including the insulator protein CTCF. Here we define the contribution of individual subcomplexes by deriving a panel of isogenic mouse stem cell lines, each lacking one of six ISWI accessory subunits. Individual deletions of subunits of either CERF, RSF, ACF, WICH or NoRC subcomplexes only moderately affect the chromatin landscape, while removal of the NURF-specific subunit BPTF leads to a strong reduction in chromatin accessibility and SNF2H ATPase localization around CTCF sites. This affects adjacent nucleosome occupancy and CTCF binding. At a group of sites with reduced chromatin accessibility, CTCF binding persists but cohesin occupancy is reduced, resulting in decreased insulation. These results suggest that CTCF binding can be separated from its function as an insulator in nuclear organization and identify a specific role for NURF in mediating SNF2H localization and chromatin opening at bound CTCF sites.

## Abstract (web summary)

Systematic deletions of individual imitation switch (ISWI) subunits in mouse embryonic stem cell lines highlight the role of BPTF in regulating chromatin accessibility at most CTCF sites and binding at a subset, with a modest effect on its insulating function.

## Main

Chromatin remodelers can move, slide or evict nucleosomes, an essential activity for all aspects of genome regulation^1^. This includes the ability of DNA-binding factors to access the genome, which is linked to the presence and position of nucleosomes^2^. Indeed, sites bound by transcription factors (TFs) are characterized by high local accessibility, which is assumed to be required for their binding^3^.

How remodeling activity is targeted to specific genomic sites has been difficult to address due to the large number of complexes and the lack of a systematic assessment of their contributions. Among these, imitation switch (ISWI) represents one of four remodeler families besides SWItch/sucrose nonfermentable (SWI/SNF), chromodomain helicase DNA-binding (CHD) and INO80 (ref. ^1^). ISWI members consist of one of two ATPases, SNF2L (SMARCA1) or SNF2H (SMARCA5), that alternatively associate with complex-specific accessory subunits. Main ISWI accessory subunits are RSF1, ACF1 (BAZ1A), WSTF (BAZ1B), TIP5 (BAZ2A), CECR2 and BPTF, which together with one ATPase create the RSF, ACF and CHRAC, WICH, NoRC, CERF or NURF complexes, respectively^4–12^, which have been suggested to engage their substrate differently in vitro^13^. In vivo, ISWI complexes have been linked to both gene activation and repression^4,5^ with NURF, RSF, CERF and ACF impacting genes transcribed by RNA polymerase II, while NoRC and WICH impact RNA polymerase I-transcribed genes^4,5^. Altogether, this suggests that ISWI complexes present distinct enzymatic abilities in vitro and are associated with distinct functions in vivo. It has been proposed that accessory subunits could differentially regulate the ATPase activity in terms of recruitment or activation at specific chromatin regions^5^; however, a systematic assessment of this model is presently missing.

Loss of SNF2H in mammalian cells causes genome-wide changes in nucleosome organization with increased nucleosomal repeat length and reduced binding of specific TFs, such as CTCF, coinciding with reduced chromatin accessibility^14,15^. Here we generated a set of isogenic mouse stem cell lines with loss-of-function mutations of ISWI accessory subunits. Molecular phenotyping of the transcriptome and the epigenetic landscape of accessibility and nucleosomal organization show that loss of either ACF1, RSF1, CECR2 or TIP5 only mildly affects nucleosomal positioning or transcription, indicative of functional redundancy between the respective subcomplexes. However, we identify a specific role for the NURF subunit BPTF in generating accessible chromatin around CTCF-bound sites. We additionally show that, at a group of sites, in the absence of chromatin opening via NURF, CTCF binding persists, while localization of cohesin and its release factor WAPL is reduced, together with a slight reduction in insulation. This suggests a mechanistic link between chromatin remodeling by NURF and CTCF structural function.

## Results

### Generation of isogenic lines with individual ISWI deletions

Mammalian ISWI subcomplexes have been considered mutually independent, with each consisting of either SNF2H or SNF2L ATPase together with one or more noncatalytic subunits^5^. 

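SNF2H is the product of Smarca5 and SNF2L that of Smarca1. In the mouse genome assembly mm10 (GRCm38), Smarca5 (gene ID 93762) lies on chromosome 8 from 80699943 to 80739459, and Smarca1 (gene ID 93761) lies on chromosome X from 47809370 to 47892613. The mRNA of both genes was measured in 11 RNA-seq libraries of wild-type (WT) mESCs from 5 batches. The authors deposited counts per gene. These were scaled to normalized CPM and divided by the gene width given in the authors' table, which is 7777 bases for Smarca5 and 6118 bases for Smarca1. Smarca5 mRNA was at 43.6 ± 6.21 normalized CPM per kilobase (SD, n = 11 libraries) and Smarca1 mRNA at 6.32 ± 1.30 (SD, n = 11). The mean log2 ratio of Smarca5 to Smarca1 was 2.80 ± 0.27 (SD, n = 11), a 6.97-fold difference. Smarca5 was higher in each of the 11 libraries (exact two-sided sign-flip permutation test, p = 0.000977, the smallest p that 11 libraries allow). This test takes the libraries of one batch as independent, so its p may be too small. The ratio differed more between batches than between libraries of one batch, with a log2 ratio of 2.47 ± 0.071 (SD, n = 2) in batch A and 3.22 ± 0.021 (SD, n = 2) in batch E, the value furthest from the pooled one. Without division by gene width, the log2 ratio was 3.15.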

We previously showed a critical role for SNF2H in mouse embryonic stem cells (mESCs)^14^, where it has considerably higher expression than SNF2L (Extended Data Fig. 1a). Loss of SNF2L in mESCs indeed results in negligible transcriptional (Extended Data Fig. 1b–d) and genome-wide accessibility changes, including at CTCF-binding sites (Extended Data Fig. 1e,f), letting us focus on SNF2H-containing complexes. We first determined their protein composition by co-immunoprecipitation (co-IP) under native conditions using the catalytic subunit SNF2H as bait and quantified associated proteins by mass spectrometry (MS). This identified interactions with previously reported ISWI accessory subunits (Fig. 1a). These include CECR2 and BPTF, which had initially been suggested to engage with SNF2L but were also recently reported to interact with human SNF2H^16,17^ (Fig. 1a). In parallel, we also performed SNF2H co-IP followed by western blot detection for ISWI accessory subunits. This further validates previously reported interactions of SNF2H with WSTF and BAZ2A/TIP5 subunits (wild-type (WT) lane in Extended Data Fig. 2a). While we detected BPTF interaction by MS, this proved difficult to validate via western blotting due to the large size of the BPTF protein (predicted to be higher than 300 kDa; Fig. 1b and Extended Data Fig. 2a). Taken together, these experiments suggest that in mESCs, SNF2H not only interacts with its canonical partners (RSF1, TIP5, WSTF and ACF1) but also with CECR2 and BPTF (Fig. 1a and Extended Data Fig. 2a).

**Fig. 1:**
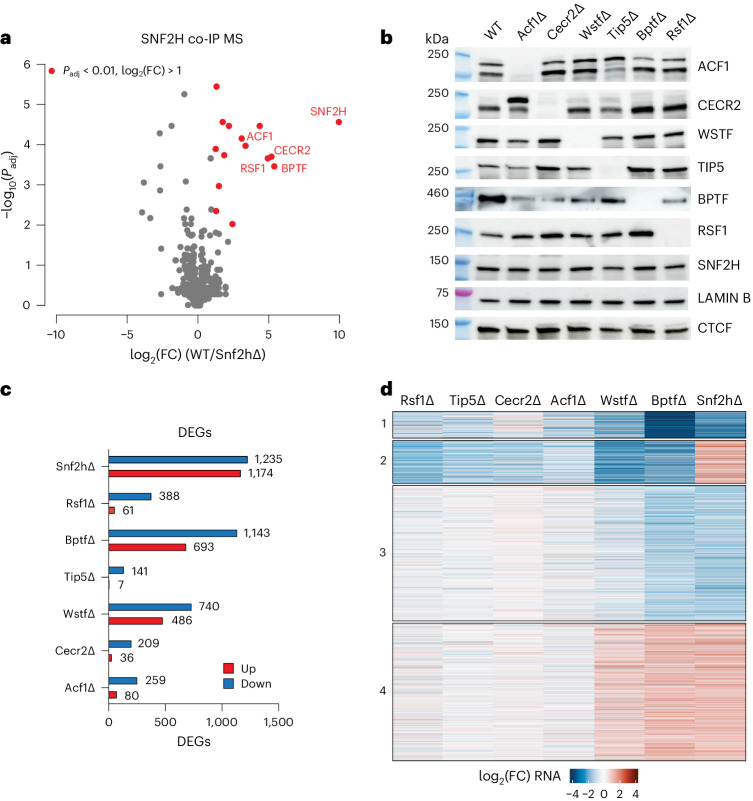
Comprehensive deletion and transcriptome analysis of ISWI subunits in mESCs. **a**, MS quantification of proteins co-immunoprecipitated using an anti-SNF2H antibody in WT and Snf2h∆ cells. Highlighted in red are proteins with *P* < 0.01 and log_2_(FC) (WT/Snf2h∆) > 1. Only the names of ISWI subunits are shown. Statistical significance was calculated using a two-sided *t*-test with Benjamini–Hochberg correction for multiple comparisons (Methods). **b**, Western blot for ISWI subunits and controls (LAMIN B, CTCF) in all deletion cell lines and WT control. While the deletions show overall no effect on other subunits, we note a change in band stoichiometry for CECR2, ACF1 and BPTF in some of the mutant lines. Blots are representative of at least two experiments. **c**. Number of DEGs (Methods) upon deletion of ISWI subunits, upregulated in red and downregulated in blue. **d**, Heatmap of DEGs shown as log_2_(FC) with respect to parental cell line control. DEGs are clustered based on expression changes, with cluster numbering indicated on the left. Source data

Having established the set of SNF2H-containing complexes present in mESCs, we generated isogenic loss-of-function mutants using CRISPR–Cas9 for six noncatalytic subunits that distinguish mammalian ISWI subcomplexes, namely *Wstf*/*Baz1b* for WICH (Wstf∆), *Baz2a*/*Tip5* for NoRC (Tip5∆), *Acf1*/*Baz1a* for the ACF and CHRAC complexes (Acf1∆), *Rsf1* for RSF (Rsf1∆), *Bptf* for NURF (Bptf∆) and *Cecr2* for CERF (Cecr2∆). 

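The mRNA of each targeted gene was measured in every RNA-seq library of the 6 lines and compared with the WT libraries of the same batch. In mm10, Rsf1 (gene ID 233532) lies on chromosome 7 from 97579870 to 97692782, Baz2a (116848) on chromosome 10 from 128091370 to 128129303, and Cecr2 (330409) on chromosome 6 from 120666314 to 120771191. Baz1a (217578) lies on chromosome 12 from 54892989 to 55014371, Baz1b (22385) on chromosome 5 from 135187323 to 135246131, and Bptf (207165) on chromosome 11 from 107033081 to 107132147. All adjusted p-values are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Rsf1 mRNA was at 23.0 ± 0.22 normalized CPM in Rsf1Δ and 111 ± 8.94 in WT (SD, n = 2 each), a log2 fold change of -2.26 (standard error 0.086, edgeR adjusted p = 3.39e-17). Baz1a mRNA in Acf1Δ was at 18.9 ± 0.032 against 62.4 ± 0.79 (SD, n = 2 each), a log2 fold change of -1.72 (standard error 0.068, edgeR adjusted p = 2.73e-16). Baz1b mRNA in WstfΔ was at 48.4 ± 3.31 against 256 ± 17.7 (SD, n = 2 each), a log2 fold change of -2.40 (standard error 0.087, edgeR adjusted p = 7.05e-18). Bptf mRNA in BptfΔ was at 79.6 ± 2.87 against 311 ± 13.6 (SD, n = 2 each), a log2 fold change of -1.97 (standard error 0.11, edgeR adjusted p = 5.9e-14). Baz2a mRNA was slightly lower in Tip5Δ, at 425 ± 5.88 against 508 ± 12.7 (SD, n = 2 each), a log2 fold change of -0.26 (standard error 0.091, edgeR adjusted p = 0.0533). This call depends on the setting, with edgeR adjusted p-values from 1.04e-10 with only the line and its own WT libraries to 0.945 without batch. In Acf1Δ, where Baz2a was not targeted, it was at 406.5 ± 86.0 against 542 ± 56.7 normalized CPM (SD, n = 2 each). Its log2 fold change there was -0.42 (edgeR adjusted p = 0.000604). In WstfΔ, where Baz2a was not targeted either, its log2 fold change was 0.56 (edgeR adjusted p = 1.47e-05). Cecr2 mRNA was higher, not lower, in the 3 libraries labelled Cecr2Δ, at 146 ± 3.39 against 113 ± 7.51 (SD, n = 3 each), a log2 fold change of 0.37 (standard error 0.069, edgeR adjusted p = 0.000154). In a model without batch its log2 fold change was 0.21 (edgeR adjusted p = 0.125), so Cecr2 was not lower there either. These libraries are therefore named by their label. The counts are per gene and do not show which exons the reads came from.

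**Figure D1:**
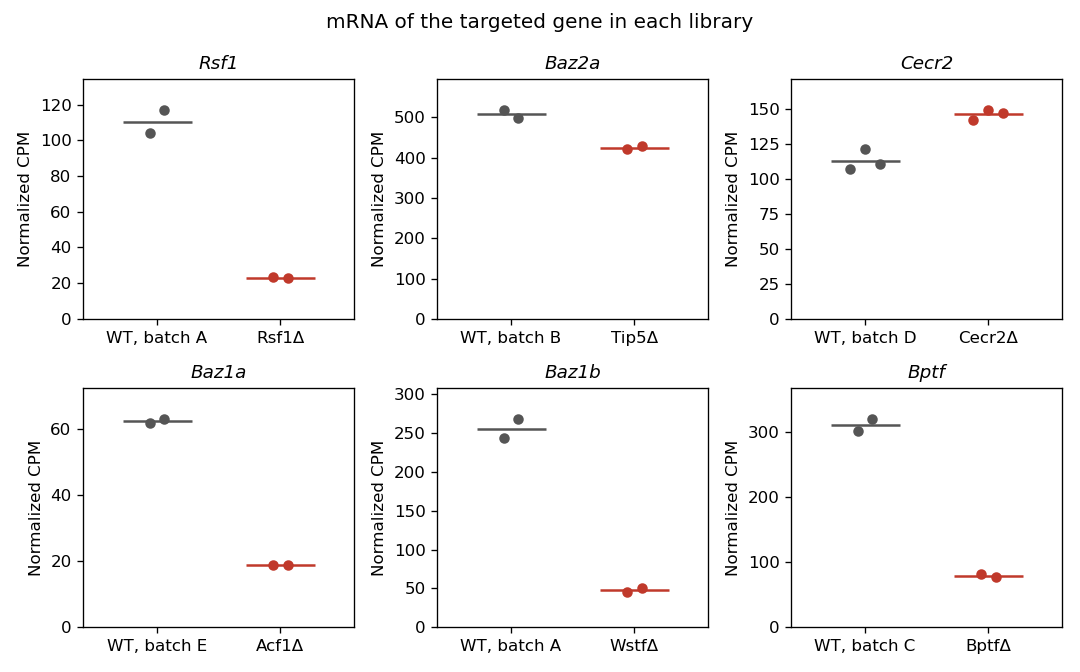
Normalized CPM (y axis, linear scale from 0) of the targeted gene in each library of a deletion line (red) and in each WT library of the same batch (grey); each point is 1 library and each horizontal line is the group's mean. The libraries of Rsf1Δ, Acf1Δ, WstfΔ and BptfΔ lie far below their WT libraries, the 2 Tip5Δ libraries lie closer to theirs, and the 3 libraries labelled Cecr2Δ lie above their 3 WT libraries.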

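The mRNA of 6 pluripotency genes, Pou5f1, Sox2, Nanog, Klf4, Esrrb and Zfp42, was compared between each line and the WT libraries of its batch, giving 36 comparisons. The log2 fold changes ranged from -0.35 for Sox2 in Acf1Δ to 1.30 for Klf4 in WstfΔ, and 33 of the 36 were within 2-fold of WT. In 25 of the 36 comparisons the adjusted p was under 0.01 in edgeR's quasi-likelihood test, both when adjusted over all genes tested and when adjusted over the 36 comparisons alone. The 3 comparisons past a 2-fold change were increases. Klf4 rose from 127 ± 8.85 to 314 ± 2.53 normalized CPM in WstfΔ (SD, n = 2 each, standard error of the log2 fold change 0.089, edgeR adjusted p = 3.1e-12). Klf4 rose from 116 ± 2.59 to 255 ± 8.58 in BptfΔ (SD, n = 2 each, log2 fold change 1.14, standard error 0.089, edgeR adjusted p = 3.5e-11). Esrrb rose from 450.1 ± 3.94 to 1027 ± 32.5 in BptfΔ (SD, n = 2 each, log2 fold change 1.19, standard error 0.062, edgeR adjusted p = 8.24e-15). WT cells of different batches differed as well, and the Klf4 level in BptfΔ was close to the 249.7 ± 17.1 normalized CPM (SD, n = 2) of WT batch E. The choice that moved these 3 increases most was a model without batch, in which Klf4 had a log2 fold change of 0.87 in WstfΔ and 0.57 in BptfΔ and Esrrb one of 0.68 in BptfΔ, each within 2-fold. Pou5f1 changed by a log2 fold change between -0.02 in libraries labelled Cecr2Δ and 0.72 in Acf1Δ, and Nanog by one between -0.18 in Acf1Δ and 0.96 in BptfΔ. Pou5f1 and Nanog have processed pseudogenes, and the paper's text does not name how reads matching several places were counted.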

All deletion cell lines show no detectable protein by western blot, display self-renewal and express pluripotency markers comparable to WT cells (Fig. 1b and Extended Data Fig. 2b). Next, we asked whether loss of one subunit would affect the formation of other subcomplexes by performing SNF2H co-IP followed by western blot detection of tested ISWI subunits. As expected, SNF2H co-IP failed to co-immunoprecipitate the deleted subunits (Extended Data Fig. 2a), while other complexes are detected with the abovementioned exception of BPTF, arguing that any molecular phenotype is subcomplex-specific (Extended Data Fig. 2a).

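The RNA-seq data comprise 24 libraries of mESCs grown in serum with leukemia inhibitory factor. There are 2 libraries each of Rsf1Δ, Tip5Δ, Acf1Δ, WstfΔ and BptfΔ, 3 libraries labelled Cecr2Δ and 11 libraries of WT cells. The sample labels place them in 5 batches. Batch A holds Rsf1Δ, WstfΔ and 2 WT libraries, batch B Tip5Δ and 2 WT libraries, batch C BptfΔ and 2 WT libraries, batch D the libraries labelled Cecr2Δ and 3 WT libraries, and batch E Acf1Δ and 2 WT libraries. Each line was therefore sequenced in 1 batch, and Rsf1Δ and WstfΔ share their WT libraries. For library preparation the methods name the TruSeq RNA Library Prep Kit v2, whereas the sample labels name poly(A) RNA and a stranded TruSeq mRNA protocol for all libraries. The 4 libraries of batch C hold RNAs without a poly(A) tail that the 20 other libraries hardly hold. Rpph1, the RNA of RNase P, which was singled out after its values were seen, was at 3298 and 3525 CPM in the WT libraries of batch C and at 4000.5 and 4804 CPM in BptfΔ, and at most at 3.39 CPM in the other libraries.

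The authors aligned the reads to mm10 with Rhisat2 through QuasR and deposited 1 table of counts for 24594 genes, without normalization. The counting options and the use of strand are not named in the paper's text. Total counts per library were between 17.1 and 36.1 M (mega) in WT (median 25.7 M) and between 28.6 and 36.7 M in the 3 libraries labelled Cecr2Δ (median 34.8 M). The 2 libraries of each other line had 23.1 and 24.3 M counts for Rsf1Δ, 22.9 and 24.3 M for Tip5Δ, 27.1 and 28.3 M for Acf1Δ, 13.4 and 13.6 M for WstfΔ, and 16.8 and 17.4 M for BptfΔ. The smallest level this depth can show, set at 3 counts, was between 0.0837 and 0.22 normalized CPM. Replicate libraries of one line or one WT batch had a Pearson correlation between 0.996 and 0.998 across genes on the log2 scale, where genes are not independent replicates. Their counts differed by 1.38 to 20.4 times the sampling noise per gene over 15 pairs, so that no pair was counted as 1 sample.

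From the deposited counts, genes were filtered with filterByExpr by genotype, which kept 15682 genes. Library sizes were scaled with TMM factors, and 1 model of batch and genotype was fitted to all 24 libraries with edgeR, as in the paper's methods. The methods do not name the normalization or the grouping given to filterByExpr. Differentially expressed genes (DEGs) had an absolute log2 fold change over 1 and an adjusted p under 0.01. The common biological coefficient of variation was 0.0567.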

To determine the effects on the transcriptome, we performed RNA-seq in each of the generated mutant lines. 

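Of the 15682 genes tested with edgeR's quasi-likelihood test, 426 were DEGs in Tip5Δ, 488 in the libraries labelled Cecr2Δ, 698 in Acf1Δ, 927 in Rsf1Δ, 1638 in WstfΔ and 2171 in BptfΔ. Decreased DEGs outnumbered increased DEGs in every line. There were 13 increased and 413 decreased DEGs in Tip5Δ, 123 and 365 in the libraries labelled Cecr2Δ, 178 and 520 in Acf1Δ, 102 and 825 in Rsf1Δ, 607 and 1031 in WstfΔ, and 824 and 1347 in BptfΔ. The choice that moved a count most was the fold-change minimum, without which Acf1Δ had 4985 genes with an adjusted p under 0.01. Without this minimum, increased genes outnumbered decreased ones in the libraries labelled Cecr2Δ (1493 against 1385) and in BptfΔ (3350 against 3173). In a model without batch, the counts fell to 159 in Tip5Δ, 153 in Acf1Δ, 134 in Rsf1Δ and 500 in WstfΔ and rose to 616 in the libraries labelled Cecr2Δ and 2368 in BptfΔ. With the replicate number within each batch as a block, there were 385 DEGs in Tip5Δ, 451 in the libraries labelled Cecr2Δ, 641 in Acf1Δ, 875 in Rsf1Δ, 1571 in WstfΔ and 2093 in BptfΔ. The deviations of same-numbered libraries from their group means had correlations between -0.0672 and 0.0453 over 13 pairs. In lines with 2 libraries, both pairs give the same value by construction, so these are not 13 separate checks.

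WT libraries also differed between batches. At the same thresholds, between 225 and 1627 genes differed between a pair of WT batches, with a median of 1165.5 over the 10 pairs. Some of these pairs include batch C, whose libraries hold RNAs without a poly(A) tail. Without batch C, the numbers were between 225 and 1451. The share of a line's DEGs whose mean level in the line lay within the range of the 11 WT libraries was 8.29% in BptfΔ, 24.4% in WstfΔ, 26.6% in the libraries labelled Cecr2Δ, 32.6% in Tip5Δ, 46.8% in Acf1Δ and 55.8% in Rsf1Δ. That range includes the WT libraries of batch C, and BptfΔ is itself of batch C. The share in BptfΔ is therefore not directly comparable with the others. In Rsf1Δ, 15 of the decreased DEGs lay in a run of adjacent genes with lower mRNA on chromosome 6 from 70765720 to 73276907. In BptfΔ, 49 of the decreased and 4 of the increased DEGs lay in such a run on chromosome 6 from 66896397 to 94283929. Without these genes there were 912 DEGs in Rsf1Δ and 2118 in BptfΔ.

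The largest decreases in Rsf1Δ were those of the Y-linked genes Eif2s3y, Uty and Ddx3y. Both Rsf1Δ libraries had at most 1 count of each, and Eif2s3y was at least 517-fold lower than its 66.6 ± 2.05 normalized CPM in WT (SD, n = 2, edgeR adjusted p = 6.87e-21). Uty and Ddx3y were also at or under 3 counts in every library labelled Cecr2Δ and in both BptfΔ libraries. The largest decrease in Acf1Δ was that of H19 on chromosome 7, from 106 ± 5.77 to 0.34 ± 0.22 normalized CPM (SD, n = 2 each, log2 fold change -8.24, standard error 0.14, edgeR adjusted p = 1.29e-24). Mir675, which lies inside H19, was also lost in Acf1Δ. The largest increases in Acf1Δ were those of Rmrp, at least 13.5-fold higher, and Rpph1, both without a poly(A) tail. Rpph1 rose from 0.17 ± 0.026 to 2.98 ± 0.57 normalized CPM (SD, n = 2 each, log2 fold change 4.13, standard error 0.32, edgeR adjusted p = 1.77e-10). Such RNAs thus also differed within batch E, at a far lower level than in batch C. In BptfΔ, Enpp2 on chromosome 15 was at 0 counts in both libraries and at least 61.6-fold lower than in WT (edgeR adjusted p = 1.31e-14), and Klhdc7a on chromosome 4 rose from 2.13 ± 0.042 to 52.9 ± 1.04 normalized CPM (SD, n = 2 each, log2 fold change 4.63, standard error 0.17, edgeR adjusted p = 5.71e-18). In WstfΔ, Gm6402 on chromosome 17 rose from 0.26 ± 0.31 to 42.2 ± 0.79 normalized CPM (SD, n = 2 each, log2 fold change 7.27, standard error 0.31, edgeR adjusted p = 2.59e-16), and Krt23 on chromosome 11, at 0 counts in both libraries, was at least 14.2-fold lower (edgeR adjusted p = 5.34e-08). In Tip5Δ, Fmr1nb on chromosome X fell from 23.5 ± 4.59 to 0.30 ± 0.13 normalized CPM (SD, n = 2 each, log2 fold change -6.27, standard error 0.22, edgeR adjusted p = 9.53e-18). In the libraries labelled Cecr2Δ, the largest increase was that of Kcns2 on chromosome 15, from 0.13 ± 0.087 to 0.77 ± 0.20 normalized CPM (SD, n = 3 each, log2 fold change 2.49, standard error 0.40, edgeR adjusted p = 3.01e-05).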

Here Tip5∆, Cecr2∆, Acf1∆ and Rsf1∆ show moderate transcriptional phenotypes (with 148, 245, 339 and 449 misregulated genes, respectively) in contrast with Wstf∆ and Bptf∆, with 1,226 and 1,836 misregulated genes (Fig. 1c and Extended Data Fig. 2c). Notably, none of the accessory subunit deletions fully recapitulate the transcriptional profile resulting from loss of SNF2H. However, loss of the NURF component BPTF causes transcriptional changes that substantially overlap with those of Snf2h∆ (Extended Data Fig. 2d–f). When inquiring about the chromatin state of the respective promoters using chromHMM^18,19^, we observe overrepresentation of promoters classified as bivalent among affected genes in all deletion lines (Supplementary Fig. 1). 

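The overlap between lines was computed over the 6 lines with RNA-seq libraries here, and Snf2hΔ was not analysed here. Rsf1Δ and the libraries labelled Cecr2Δ shared 252 DEGs, 8.74 times the 28.8 that chance gives, and 94.8% of them changed in the same direction. Tip5Δ and the libraries labelled Cecr2Δ shared 191 DEGs, 14.4 times the number given by chance, with 95.3% in the same direction. Rsf1Δ and Tip5Δ shared 265 DEGs, 10.5 times the number given by chance, with 95.5% in the same direction. The ratio to chance cannot be as high for longer lists of DEGs. As a share of the shorter list, the overlaps were 51.6%, 44.8% and 62.2%, and the highest share among the 15 pairs was that of Tip5Δ and BptfΔ. Across genes that were DEGs in either line of a pair, the Pearson correlation of the log2 fold changes was 0.462 for Rsf1Δ and the libraries labelled Cecr2Δ, 0.343 for Tip5Δ and the libraries labelled Cecr2Δ, and 0.167 for Rsf1Δ and Tip5Δ. Genes at or under 3 counts in a line entered with log2 fold changes that are not measured folds. The rank (Spearman) correlations of these pairs were 0.388, 0.330 and 0.138 in the same order. These correlations are across genes, and genes are not independent replicates. The highest Pearson correlations were 0.581 for WstfΔ and BptfΔ and 0.576 for Rsf1Δ and WstfΔ. By rank they were 0.610 and 0.614. Because Rsf1Δ and WstfΔ share their WT libraries, their Pearson correlation was also computed with a separate WT library for each line. Differences of log2 CPM were used for this in place of the model's log2 fold changes. This gave 0.582 and 0.608, across DEGs that had been called with both WT libraries. Across all expressed genes it gave 0.451 and 0.472, against 0.507 from the model. Since the measure changed as well, this difference cannot be credited to the separate WT libraries alone. Taking all expressed genes moved the correlation of Rsf1Δ and Tip5Δ most, to 0.281, and that of Acf1Δ and the libraries labelled Cecr2Δ from -0.0591 to 0.0116.

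The 3600 genes that were DEGs in at least 1 of the 6 lines were grouped by k-means with 4 clusters, the number in the paper's methods, on their log2 fold changes. One cluster of 1347 genes rose mainly in BptfΔ (mean log2 fold change 1.14) and WstfΔ (0.85), with means between -0.13 and 0.12 in the other lines. A cluster of 1117 genes fell mainly in BptfΔ (mean -1.67), and a cluster of 382 genes fell in all 6 lines, with means from -1.04 in Acf1Δ to -4.91 in BptfΔ. The remaining 754 genes fell most in WstfΔ (mean -1.75) and Rsf1Δ (mean -1.27). With 3 clusters the largest held 1751 genes, and with 5 clusters 1219 genes. Gene ontology terms were not tested here.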

Grouping affected genes further (Fig. 1d) identifies two large clusters that change similarly in Bptf∆ and Snf2h∆ (Fig. 1d, clusters 3 and 4) but are not enriched for particular gene ontology terms (Supplementary Fig. 2a,b), while differentially expressed genes (DEGs) in Rsf1∆, Cecr2∆ and Tip5∆ are involved in similar biological processes (Supplementary Fig. 2a,b). 

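Of the 2171 DEGs in BptfΔ, 1022 (47.1%) were DEGs in none of the other 5 lines. The share of DEGs found in no other line was 36.5% (255 genes) in Acf1Δ, 30.6% (501 genes) in WstfΔ, 18.9% (92 genes) in the libraries labelled Cecr2Δ, 16.3% (151 genes) in Rsf1Δ and 11.7% (50 genes) in Tip5Δ. DEGs of the other lines were often DEGs in BptfΔ too, from 42.1% of those in Acf1Δ to 65.3% of those in Tip5Δ. Of the 854 DEGs shared by WstfΔ and BptfΔ, 813 changed in the same direction. Over the 6 lines, 2071 genes were DEGs in 1 line, 823 in 2, 361 in 3, 191 in 4, 140 in 5 and 14 in all 6. Decreases were shared more widely than increases, with 141 genes decreased in at least 5 lines and 1 gene increased in at least 5. A number of DEGs depends on the threshold, and with a test against a 2-fold change (glmTreat) 616 of 999 DEGs in BptfΔ were DEGs in no other line. BptfΔ is the 1 line of batch C, whose libraries hold RNAs without a poly(A) tail. Of its 1022 DEGs found in no other line, 59 (5.77%) had a mean under 10 counts in the WT libraries of the other batches. From such responses, and only for the culture conditions tested, the paper proposes that several subcomplexes can stand in for one another, and that NURF has a larger part of its own.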

Taken together, the transcriptional responses suggest redundancy among several ISWI subcomplexes under the tested culture conditions^20^ yet point to a larger and distinct role for NURF.

### Absence of BPTF causes changes in nucleosome organization

Because the absence of SNF2H causes a global reduction in nucleosome phasing, with a coinciding increase in nucleosome repeat length (NRL) by ~9 to 10 bp (refs. ^14,15^), we asked if this could be assigned to individual subcomplexes. Micrococcal-nuclease sequencing (MNase-seq) showed that average NRL is largely unaffected in our deletion lines (Fig. 2a). Similarly to the Snf2hΔ cells^14^, nucleosomal phasing at transcription start sites (TSSs) is unaffected by loss of individual ISWI subcomplexes (Fig. 2b and Extended Data Fig. 3a). At distal DNAseI hypersensitive sites (DHSs; Supplementary Table 1), deletion of ISWI subunits had little to no effect, with the exception of BPTF (Fig. 2c and Extended Data Fig. 3b). Loss of this NURF subunit causes increased nucleosomal signal over distal DHSs and coinciding reduction in phasing at the flanking regions (Fig. 2c and Extended Data Fig. 3b).

**Fig. 2:**
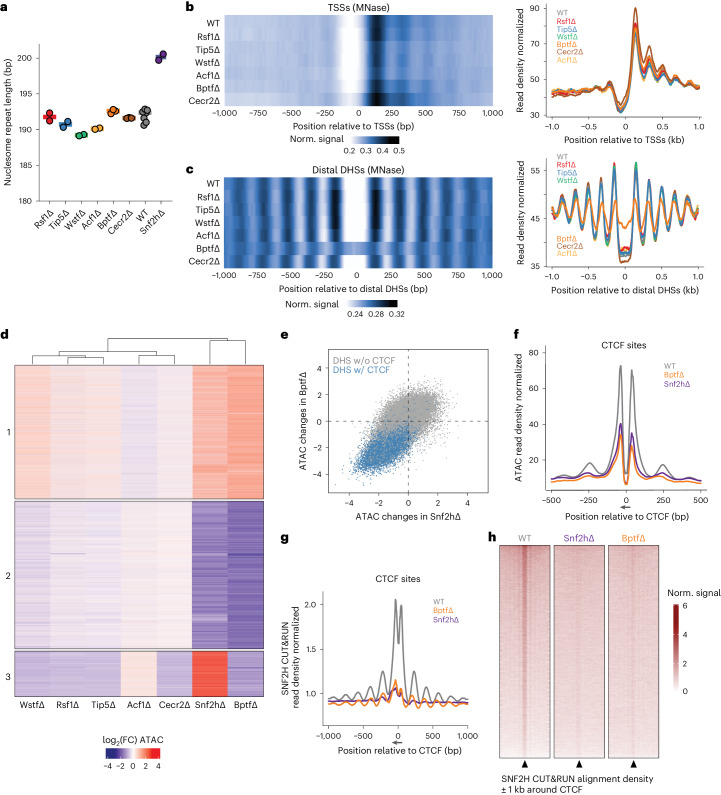
Genome-wide nucleosome position and accessibility profiling identifies subcomplex-specific chromatin functions. **a**, Average NRL for each generated deletion cell line, for SNF2H deleted line (data from ref. ^14^) and parental line control, as measured by MNase-seq. Shaded bar represents median value of multiple replicates. **b**,**c**, Average nucleosomal profile at TSSs (**b**) or distal DHSs (**c**) shown as heatmap (left) and profile plot (right). **d**, Heatmap displaying log_2_(FC) of ATAC–seq signal at differentially accessible regions for each deletion cell line with respect to parental line control. Regions are clustered based on accessibility changes. Each cluster contains 36,386, 40,166 and 12,426 sites, respectively, for clusters 1, 2 and 3. Cluster numbers are reported on the left. **e**, Quantitative comparison of chromatin accessibility changes (log_2_(FC) over parental control) in Snf2h∆ (*x* axis) and Bptf∆ (*y* axis) at DHSs. DHSs containing a CTCF motif are highlighted in blue. **f**, Average ATAC–seq signal at bound CTCF motifs in WT control (gray), Bptf∆ (orange) and Snf2h∆ (purple) cells. Canonical motif orientation (5′–3′) indicated by the arrow. **g**, Average SNF2H CUT&RUN signal at bound CTCF motifs (as in **f**) in WT control (gray), Bptf∆ (orange) and Snf2h∆ (purple) cells. Canonical motif orientation (5′–3′) indicated by the arrow. **h**, SNF2H CUT&RUN alignment densities in WT, Snf2h∆ and Bptf∆ cells, centered on CTCF-bound motifs (black arrowheads).

Because a large fraction of distal DHSs in mammalian genomes are bound by CTCF (in our dataset 34%), we repeated this analysis with a focus on bound CTCF sites, as determined by chromatin immunoprecipitation followed by sequencing (ChIP–seq). This shows that the reduction of nucleosomal phasing observed only in BptfΔ cells is indeed concentrated at distal DHSs bound by CTCF (Extended Data Fig. 3c–k), mirroring our previous observation upon loss of SNF2H^14^.

Next, we asked how the regulatory landscape, as defined by open chromatin, is affected by performing an assay for transposase-accessible chromatin using sequencing (ATAC–seq)^21^. *K*-means clustering of the resulting dataset upon loss of each ISWI subunit categorized open chromatin regions (ATAC–seq peaks) into three clusters (Supplementary Table 2). This shows that chromatin accessibility is largely unaltered in Cecr2Δ, Acf1Δ, Rsf1Δ or Tip5Δ, in line with the observed limited transcriptional response (Fig. 2d). Again, BptfΔ displays major changes, which extensively overlap with those in Snf2hΔ (Fig. 2d and Extended Data Fig. 4a).

Regions with reduced accessibility in both BptfΔ and Snf2hΔ (cluster 2 in Fig. 2d) are highly enriched for CTCF binding, compared to any other cluster or functional annotation (Extended Data Fig. 4b). In fact, 47.5% of cluster 2 regions are bound by CTCF, whereas clusters 1 and 3 show binding in less than 1% of their regions. Indeed, the CTCF motif is strongly enriched in cluster 2 regions, suggesting that loss of accessibility driven by deletion of either BPTF or SNF2H mostly localizes to CTCF-bound sites (Fig. 2e,f and Extended Data Fig. 4c,d). Taken together, genome-wide accessibility maps identify only modest effects upon loss of subunits of NoRC, RSF, CERF and ACF complexes in mESCs, while loss of BPTF causes large changes at CTCF sites that resemble the phenotype observed in Snf2h∆. Indeed, upon loss of either BPTF or SNF2H, more than 85% of bound CTCF sites show a reduction in accessibility.

To determine if this reflects the local presence of remodeler activity, we measured genome-wide binding of BPTF and SNF2H. Indeed, BPTF is readily detected at CTCF sites regardless of whether these reside distal or proximal to promoters (Extended Data Fig. 5a,b). SNF2H is similarly present at CTCF sites, but this enrichment is dependent on BPTF, as it is lost in Bptf∆ cells (Fig. 2g,h and Extended Data Fig. 5c–e). Notably, the absence of BPTF does not alter SNF2H localization at other distal regulatory regions (Extended Data Fig. 5f,g). Altogether, BPTF localization to CTCF sites and the reduction in SNF2H binding upon BPTF depletion mirror the observed accessibility changes and argue that the NURF remodeling complex mediates SNF2H localization and resulting accessibility at CTCF sites (Fig. 2g,h and Extended Data Fig. 5a–e).

### CTCF sites largely remain bound in the absence of BPTF

Reduced accessibility upon remodeler deletions has thus far been reported to coincide with and reflect loss of TF binding^14,22,23^. This was also the case for CTCF upon loss of SNF2H^14^ and is similarly expected to be the case in the absence of BPTF.

To test this, we performed ChIP–seq for CTCF in Bptf∆ cells. Unexpectedly, most sites with a strong reduction in accessibility remain either bound by CTCF or display only a minor reduction in binding when compared with the drastic loss in Snf2hΔ (Extended Data Fig. 6a,b). This is evident from the average CTCF ChIP–seq profile at bound sites, which shows a stronger loss in Snf2hΔ versus BptfΔ (Fig. 3a), but also at individual sites where CTCF binding is consistently lost in Snf2hΔ with a weaker or absent change in BptfΔ (Fig. 3b). This indicates that loss of the NURF component BPTF results in a state distinct from complete loss of ISWI function, where CTCF binding can persist, but chromatin opening at the same sites is strongly impaired.

**Fig. 3:**
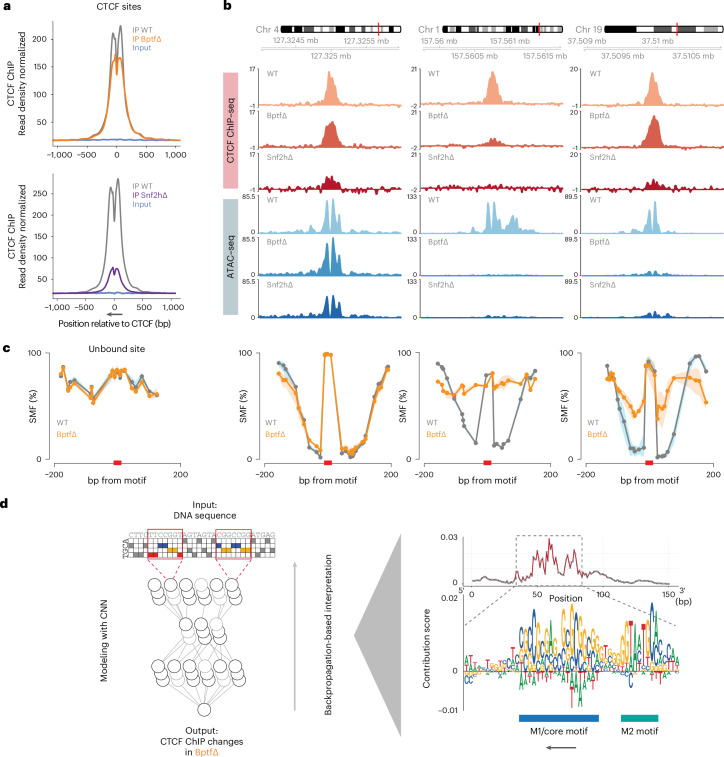
CTCF binding at strong motifs largely persists in the absence of BPTF despite loss of accessibility. **a**, Average CTCF ChIP–seq signal at bound CTCF sites in Bptf∆ (orange) and parental ES cells (gray; top). The same analysis is in Snf2h∆ (purple) and parental ES cells (gray; bottom; data from ref. ^14^). Inputs are shown as control (blue). Canonical motif orientation (5′–3′) indicated by the arrow. **b**, Representative genomic loci illustrating changes in CTCF binding (ChIP–seq indicated by shades of red) and chromatin accessibility (ATAC–seq indicated by shades of blue) in Bptf∆, Snf2h∆ and parental ES cells. **c**, Average SMF signal at an unbound site (left) and at the same sites (as in **b**; right), in BPTF-deleted cells (orange) and WT control (gray). Shaded line represents s.d. **d**, A CNN-based model used to predict changes in CTCF binding in Bptf∆ cells. Influence of particular nucleotides is shown as average contribution scores, highlighting the role of an extended CTCF motif (M1 and M2) in retaining binding in the absence of BPTF. Canonical motif orientation (5′–3′) indicated by the arrow.

### Footprinting confirms persistent CTCF binding upon loss of BPTF

Thus far, we have used enrichment-based methods (ChIP–seq and ATAC–seq) to identify the role of BPTF at sites of CTCF binding. This leaves the possibility that the observed disconnect between binding and accessibility could be confounded by the differential sensitivities of these assays. Testing of this possibility requires an orthologous approach that does not rely on enrichment and that simultaneously detects TF binding and nucleosomal organization. To this end, we performed amplicon-based single-molecule footprinting (SMF; or NOMe-seq) that allows single-molecule and base-resolution footprinting of chromatin-bound proteins^24–26^. With this technique, we tested selected loci in WT and BptfΔ cells. The resulting footprinting patterns at the tested locations show that sites with unchanged CTCF ChIP–seq and ATAC–seq signals in BptfΔ also show a footprint identical to WT cells (Fig. 3b,c, second panel from the left). Loss of CTCF binding in Bptf∆ as measured by ChIP is reflected in a flattening of average footprinting signal, similar to the signal obtained at unbound sites (Fig. 3c, third and first panels from the left). Crucially, sites that maintain CTCF binding as measured by ChIP but lose accessibility maintain a clear footprint of similar height over the CTCF motif in BptfΔ, suggesting the same factor occupancy as in WT cells. Adjacent flanking regions, however, show lower methylation reflecting the reduced accessibility for the footprinting enzyme adjacent to CTCF, which was the case for multiple tested loci (Fig. 3c, fourth panel from the left, and Extended Data Fig. 6c,d) mirroring the accessibility reduction in ATAC–seq (Fig. 3b and Extended Data Fig. 6c). If this reflects increased nucleosome occupancy, it should result in higher abundance of longer MNase fragments over bound CTCF sites. Indeed, analysis of MNase-seq reads as a function of fragment size shows a clear accumulation of longer (>200 bp) fragments that span bound motifs but only in BptfΔ (Extended Data Fig. 6e). Taken together, without BPTF, binding of CTCF largely persists; however, at a class of sites, it is not accompanied by canonical highly accessible chromatin.

### An extended motif is a feature of persistent CTCF sites

Next, we asked how persistent CTCF binding upon loss of NURF relates to initial binding strength or DNA sequence. Interestingly, CTCF ChIP–seq signal in WT cells did not correlate with loss of CTCF binding in BptfΔ (Extended Data Fig. 7a). Motif strength, however, showed a weak yet noticeable trend, in that CTCF sites with better motif scores tend to retain more CTCF binding in BptfΔ (Extended Data Fig. 7b). To move beyond prior motif definitions, we applied a convolutional neural network (CNN) approach similar to DeepSTARR (Methods; ref. ^27^; Fig. 3d) and took 150 bp of DNA sequence around CTCF motifs as independent variable and response in CTCF ChIP–seq signal in Bptf∆ cells as dependent variable. The resulting model shows relatively high predictive power for the CTCF ChIP-response in BptfΔ (Extended Data Fig. 7c,d, Pearson correlation coefficient = 0.43 for observed versus predicted binding in the test set). As expected from the initial trend described above, the deep learning approach identifies that the canonical CTCF motif has predictive value explaining the persistent CTCF binding upon BPTF depletion (Fig. 3d). In addition, this approach revealed the contribution of an additional 9-nucleotide (nt) stretch located ~21 bp from the center of the canonical CTCF motif (Fig. 3d and Extended Data Fig. 7e). This sequence corresponds to an additional CTCF motif component (M2), reported at a minority of CTCF sites and first discovered in DNAseI datasets^28,29^. M2-containing CTCF sites have been previously associated with highly conserved binding events that also tend to be less sensitive to CTCF protein knockdown^29^.

Here the deep learning approach identified the contribution of both M1 and M2 motifs to the persistent CTCF binding in BPTF-depleted cells. Of note, most CTCF sites do not harbor an M2 motif. While this is the case for the entirety of CTCF sites, we observe that regions containing an M2 sequence are relatively enriched for sites characterized by persistent binding in Bptf∆ cells (Extended Data Fig. 7f).

Combined, these findings suggest that not only strong canonical motifs but also the presence of additional motif components, likely contributing to protein–DNA affinity, can reduce dependence on remodeling activity for binding.

### Absence of BPTF impacts long-range chromatin interactions

To further explore the relationship between chromatin accessibility and CTCF binding, we clustered CTCF sites based on changes in accessibility and binding in Bptf∆. Within each cluster, we compared the average ATAC–seq and CTCF ChIP–seq responses to the loss of BPTF or SNF2H (Fig. 4a, Extended Data Fig. 8a,b and Supplementary Table 3). This analysis again illustrates a much stronger reduction of CTCF binding in Snf2h∆ versus Bptf∆ within all clusters, while reduced accessibility is similar in both mutants (Fig. 4a). Notably, the resulting clusters showed distinct patterns of chromatin states as previously defined by the combinations of histone marks and TF binding in mESCs^18,19^ (Fig. 4b). The cluster consisting of sites with limited accessibility changes in both mutants is enriched for promoter and enhancer states (Fig. 4a,b; Fisher’s exact *P* value < 2.2 × 10^−16^). These CTCF sites reside within regulatory regions, suggesting that in this context accessibility is maintained by other TFs.

**Fig. 4:**
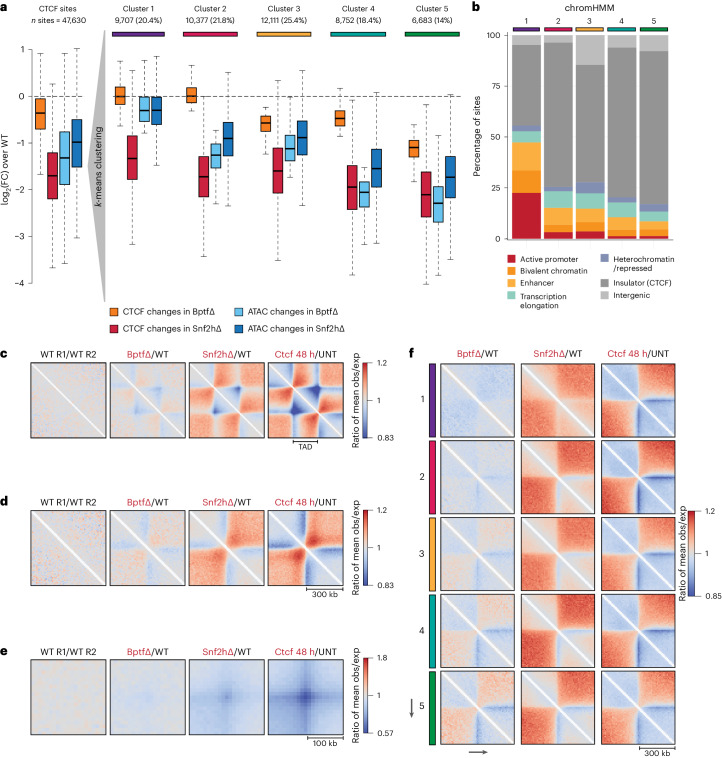
Unsupervised clustering highlights differential responses to the absence of BPTF at the level of CTCF binding, chromatin opening and nuclear organization. **a**, Boxplot displaying changes upon loss of BPTF or SNF2H in CTCF ChIP–seq and ATAC–seq signal at all bound CTCF sites, expressed as log_2_(FC) in respect to WT control cells. Measurements are shown for all sites (left) and separately for clusters 1–5. Black lines indicate median, boxes indicate first and third quartiles, and whiskers indicate maximum and minimum values of distribution after the removal of outliers. **b**, Distribution of chromatin states at sites surrounding bound CTCF motifs, as labeled by chromHMM (Methods) and split by clusters (as in **a**). Cluster numbers reported on top. **c**, Changes in observed/expected interactions at TADs (identified in ref. ^46^ mESCs dataset) following BPTF depletion, SNF2H depletion (data from ref. ^14^) and CTCF auxin-mediated degradation for 48 h (data from ref. ^30^), measured using Hi-C (ratios over respective controls are reported), at 10 kb resolution. **d**, Same analysis as in **c** at TAD boundaries (identified in ref. ^46^ mESCs dataset). **e**, Same analysis as in **c** and **d** at Hi-C loops. **f**, Changes in observed/expected interactions at CTCF sites divided by clusters (as in **a**) following BPTF depletion, SNF2H depletion and CTCF auxin-mediated degradation (48 h), measured using Hi-C (ratios over respective controls are reported). Cluster number is reported on the left. Canonical motif orientation (5′–3′) indicated by the arrow.

Next, we asked if the CTCF insulator function is affected in Bptf∆, as we previously reported upon deletion of SNF2H^14^. BPTF loss led to small but noticeable changes in physical insulation scores that, however, are less pronounced than in Snf2h∆ (ref. ^14^) or upon CTCF degradation^30^ (Extended Data Fig. 8c–e). When investigating the potential impact on topological-associated domains (TADs)^31^, we observe a reduction in average contact enrichment at TAD edges in Bptf∆ (Fig. 4c and Extended Data Fig. 8f). Again, this effect was smaller compared to changes in Snf2h∆ (ref. ^14^) or the loss of TADs after CTCF degradation^30^. Albeit modest, this effect is specific to BptfΔ as it is not detected when comparing biological replicates (Fig. 4c). Genome-wide analysis of contact enrichment around TAD boundaries (Fig. 4d and Extended Data Fig. 8g) and loops (Fig. 4e and Extended Data Fig. 8h) showed similarly Bptf∆-specific reduction of insulation and minor changes in loop formation. To relate these observed changes in 3D genome organization to CTCF binding and accessibility in BptfΔ, we calculated changes in contact frequency separately for the five clusters. CTCF sites losing both accessibility and binding showed the strongest loss of insulation upon BPTF or SNF2H deletion (Fig. 4f and Extended Data Fig. 9a). We can exclude that these changes occur only indirectly via impacting enhancer function as they are observed at CTCF sites regardless of whether they reside within or outside enhancers (Extended Data Fig. 9b)^32,33^.

### Insulation is also reduced at sites with persistent binding

The limited reduction in CTCF binding detected in Bptf∆ cells raises the possibility that reduced accessibility around bound CTCF sites could contribute to the observed modest impairment of insulator function. If this is indeed the case, there should be a class of sites with persistent binding upon loss of BPTF but reduced insulation.

To test this, we focused on those 15,865 CTCF sites with only very limited variation in binding (less than ±20% variation in binding upon BPTF deletion), grouped these according to their changes in accessibility (Fig. 5a, Extended Data Fig. 10a and Supplementary Table 4) and calculated changes in 3D contact frequencies within these groups (Fig. 5b and Extended Data Fig. 10b). This identifies a group of sites where stronger loss of accessibility corresponds to loss of insulation despite persistent binding, which is evident genome-wide (Fig. 5b and Extended Data Fig. 10b) and at individual loci (Extended Data Fig. 10c,d). Because physical insulation at CTCF sites arises from the stalling of loop-extruding cohesin complexes^34^, we asked if reduced insulation corresponded to reduced cohesin enrichment. ChIP–seq for the cohesin subunit RAD21 showed a progressive decrease at CTCF sites proportional to the reduction in accessibility, consistent with the observed modest reduction in insulation (Fig. 5c (top)). This behavior is not restricted to cohesin but could be similarly observed for its unloading factor WAPL (Fig. 5c (bottom)). 

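The mRNA of 5 cohesin genes (Rad21, Smc1a, Smc3, Stag1 and Stag2) and of 4 regulators of cohesin (Wapl, Nipbl, Pds5a and Pds5b) was compared between the 2 BptfΔ libraries and the 2 WT libraries of their batch, the libraries in which RNAs without a poly(A) tail were also counted. The 9 log2 fold changes lay between -0.27 and 0.47, and all 9 were within 2-fold of WT. Rad21 (gene ID 19357, chromosome 15 from 51962604 to 51993538) rose from 391 ± 8.54 to 544 ± 9.19 normalized CPM (SD, n = 2 each, log2 fold change 0.47, standard error 0.065, adjusted p = 6.73e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Stag2 (gene ID 20843, chromosome X from 42149297 to 42277186) fell from 166 ± 1.73 to 138 ± 8.02 normalized CPM (SD, n = 2 each, log2 fold change -0.27, standard error 0.076, edgeR adjusted p = 0.00392). These 2 genes had an adjusted p under 0.01, both over all genes tested and over the 9 genes alone. Smc3 was at 420 ± 11.7 against 375 ± 2.31 normalized CPM (SD, n = 2 each), a log2 fold change of 0.16 (edgeR adjusted p = 0.0613). Pds5b had a log2 fold change of 0.15 (edgeR adjusted p = 0.0861). The other 5 genes, Smc1a, Stag1, Wapl, Nipbl and Pds5a, had log2 fold changes between -0.0052 and 0.065, each smaller than its standard error. Smc1a and Stag1 were so close to WT that the sign of their change depended on the normalization, with -0.013 for Smc1a and -0.0012 for Stag1 when libraries were scaled by size only. The choice that moved the 9 values most was a model without batch, in which Pds5b fell by 0.58, Pds5a rose by 0.24 and Stag2 rose by 0.019 on the log2 scale. That model sets BptfΔ against the WT libraries of all batches. Among these, Pds5b was at 62.3 and 69.5 normalized CPM in batch C and at 107.8 or more in every other library. Its decrease in that model is thus also seen between WT batches.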

Notably, this reduction does not coincide with the reduced expression of cohesin subunits (Extended Data Fig. 10e,f).

**Fig. 5:**
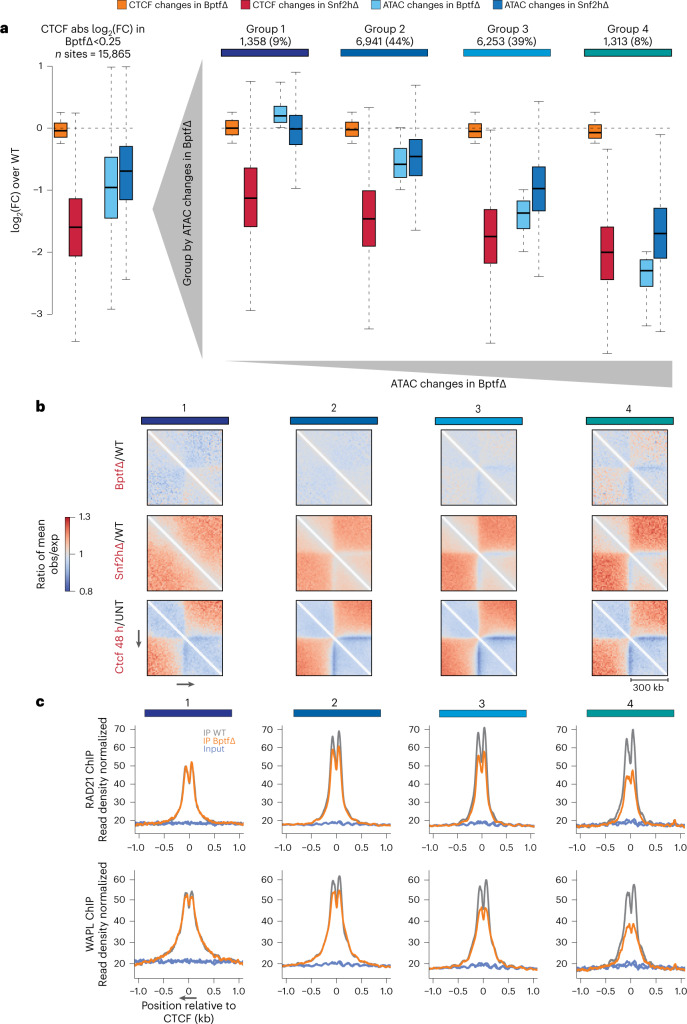
BPTF-dependent accessibility impacts nuclear organization, localization of cohesin and the cohesin-release factor WAPL despite persistent CTCF binding. **a**, Boxplot (as in Fig. 4a) summarizing changes in CTCF ChIP–seq and ATAC–seq signal for CTCF sites that retain binding upon loss of BPTF, expressed as log_2_(FC) in respect to WT control cells. Measurements are shown for all sites that retain binding (left) and divided into groups 1–4 based on their accessibility changes upon loss of BPTF. **b**, Changes in observed/expected interactions at CTCF sites not changing in binding divided by group (as in **a**) following BPTF depletion, SNF2H depletion and CTCF auxin-mediated degradation (48 h), measured using Hi-C (ratios over respective controls are reported), at 10 kb resolution. Canonical motif orientation (5′–3′) indicated by the arrow. **c**, Average ChIP–seq signal for RAD21 (top) and WAPL (bottom), at CTCF sites that retain binding, grouped by changes in chromatin accessibility (as in **a**). Canonical motif orientation (5′–3′) indicated by the arrow.

We conclude that proper insulator function at this class of CTCF sites, at least in part, depends not only on the presence of bound CTCF but also on chromatin opening mediated by NURF. The Bptf∆ phenotype further shows that CTCF binding does not necessarily require nor is sufficient for chromatin opening, suggesting a partial separation of CTCF binding from its function as an insulator.

## Discussion

Our systematic analysis identifies a specific function for the NURF component BPTF in creating accessibility at CTCF sites, which we show for a class of regions to reduce insulation despite persistent CTCF binding. Furthermore, we show that, individually, none of the tested ISWI accessory subunits account for the changes in NRL observed when depleting SNF2H^14,15^. This argues for redundancy between subcomplexes in regulating nucleosome distance and appears compatible with the fact that ACF, RSF and WICH mammalian complexes are all able to space nucleosomes in vitro^6–8^.

The phenotype observed upon deleting the NURF subunit BPTF is unexpected as it only partially recapitulates the SNF2H loss-of-function phenotype previously observed at CTCF sites^14,15,35^, in that BPTF is required for maintaining these sites in an open chromatin state. This argues for a specific and local function for NURF catalyzed by SNF2H, which we show localizes to CTCF sites in a BPTF-dependent manner, in line with their biochemical interaction. In contrast to the phenotype observed upon loss of SNF2H, in the absence of BPTF, CTCF binding largely persists, and accordingly, we identify less severe changes in nuclear organization. These genome-wide observations in a stable and clonal genetic deletion are compatible with previous findings in different mouse and human cellular models at a subset of individual CTCF sites^36^, with the phenotype displayed upon depletion of BPTF in leukemic cells^17^, as well as with the reported nucleosomal profiles upon siRNA depletion of different ISWI accessory subunits^35^.

DNA sequence seems to have a critical role in retaining CTCF binding in the absence of NURF, as indicated by the enrichment in persistent CTCF sites of an additional motif component previously described as the ‘M2 motif’ that extends the canonical M1 motif of CTCF^29^. This additional sequence component has been proposed to interact with the CTCF zinc fingers 9–11 (refs. ^37,38^). CTCF sites containing this motif were shown to be more resistant to reduced CTCF levels in human cells, suggesting higher DNA–protein affinity at these regions^29^, which we speculate will lead to more stable CTCF binding and a reduced requirement for remodeling activity.

The difference in phenotype between Snf2h∆ and Bptf∆ suggests that ISWI-dependent activity other than NURF also contributes to CTCF binding. The limited phenotype upon deletion argues against the contribution of the homologous ATPase SNF2L in our model system. Because preferential SNF2H occupancy at CTCF sites requires NURF, we can only speculate that unspecific nucleosome mobilization by other SNF2H-containing ISWI subcomplexes might create binding opportunities.

Several scenarios have been proposed about how TF binding and chromatin opening are linked^39–41^. These involve unspecific remodeler activity that is stabilized by TF binding or TF-dependent recruitment of remodeler activity. In the case of CTCF, our findings let us propose a model that envisages both scenarios: unspecific nucleosomal mobility mediated by different SNF2H-containing complexes enables CTCF binding, while specific recruitment of NURF is required for chromatin opening at these regions.

The separation of binding from chromatin opening at a subset of sites in Bptf∆ highlighted that, at these sites, CTCF binding alone is not necessarily sufficient for complete insulation, which instead appears to require chromatin opening. Because this coincides with partial loss of binding of cohesin and as a result of its release factor WAPL, it is tempting to speculate that proper cohesin accumulation at CTCF sites requires chromatin opening mediated by NURF. This model might also apply to humans and *Drosophila* where BPTF contributes to insulation^17,42,43^.

Since its first description, open chromatin has become an established hallmark of active regulatory regions^44^. It is so canonical that it is successfully used for their comprehensive genome-wide detection in any given cell type^39,41^. Several studies have shown that chromatin opening relies on the activity of very different remodeler families, including ISWI and SWI/SNF, and occurs in a TF-specific fashion^14,22,23,45^. In the reported cases, removal or inhibition of remodeler activity caused reduced binding and accessibility around selected TF sites. However, we are not aware of an example where the absence of a cofactor causes loss of chromatin opening, yet displays largely persistent TF binding as we show here for CTCF in the absence of BPTF.

Our observation at a group of CTCF regions where chromatin opening contributes to complete insulation independently of CTCF binding adds a previously underappreciated variable to the set of requirements for proper nuclear organization. More generally, it is compatible with a model where local chromatin opening enables or assists cofactor interaction for TFs, potentially creating the necessary space and flexibility for proper regulatory function. If true, similar phenotypes might be identified with other TFs either by mutating cofactors as presented here or by mutating cofactor interacting domains of TFs. Ultimately, this should shed further light on how chromatin structure and nucleosome mobility influence TF function beyond DNA binding.

## Methods

This study complies with all relevant ethical regulations and did not require any approval.

### Cell culture

WT mESCs and derived genetically deleted lines of 129S6/SvEvTac background were maintained as previously described^23^. Briefly, cells were maintained in Dulbecco’s modified Eagle’s medium (DMEM; Invitrogen), supplemented with 15% fetal calf serum (Invitrogen), GlutaMAX Supplement (Gibco), nonessential amino acids (Gibco), β-mercaptoethanol (Sigma) and leukemia inhibitory factor (produced in house). Cells were grown on plates coated with 0.2% gelatin (Sigma).

### Cell line generation and maintenance

All deleted cell lines were generated starting from mESC lines of 129S6/SvEvTac background using the CRISPR–Cas9 protocols previously described, with modifications^47^. Briefly, 1 × 10^6^ of mouse ES cells were cotransfected (Lipofectamine 3000; Thermo Fisher Scientific, L3000008) with a pC2P plasmid containing the Cas9-P2A-puromycin cassette and expressing the sgRNA targeting the gene of interest. For each transfection, 125 μl of Opti-MEM (Opti-MEM reduced serum medium; Gibco) and 7.5 μl Lipofectamine 3000 (Lipofectamine 3000; Thermo Fisher Scientific) were combined to a mix containing 125 μl Opti-MEM and 3 μl of p3000 reagent (Lipofectamine 3000; Thermo Fisher Scientific) and 1 μg of plasmid. The resulting mix was incubated for at least 15 min at room temperature and added to cells seeded in a six-well plate while still in suspension. Puromycin selection (2 μg ml^−1^) was carried out 1 day after transfection for 24 h. Following a 2-day recovery, resistant cells were diluted to isolate single clones (1 × 10^4^ cells per 15 cm plate). The deriving colonies were manually picked, expanded and validated by western blot and DNA sequencing. One representative clone was then selected for each genotype. Sequence of gRNAs together with sequence of mutated alleles are reported in Supplementary Table 5 (*Acf1* was targeted twice to eliminate a second alternative isoform).

### Nuclear protein extraction for western blotting and co-IP

For nuclear cell lysis, 5 × 10^6^ cells per condition were resuspended in 1 ml of lysis buffer + protease inhibitor (cOmplete; Roche, 000000011873580001; 10 mM Tris–HCl (pH 7.4), 10 mM NaCl, 3 mM MgCl_2_, 0.1 mM EDTA and 0.5% NP-40) and incubated on ice for 10 min. Samples were then centrifuged for 5 min at 845*g* at 4 °C and resuspended in 250 µl of wash buffer + protease inhibitor (10 mM Tris–HCl (pH 7.4), 10 mM NaCl, 3 mM MgCl_2_ and 0.1 mM EDTA). Samples were then directly centrifuged for 5 min at 845*g* at 4 °C. Resulting nuclei were resuspended in 250 µl of RIPA buffer + protease inhibitor (50 mM Tris–HCl (pH 8.0), 150 mM NaCl, 1% NP-40, 1% Na-deoxycholate, 0.1% SDS and 1 mM dithiothreitol (DTT)), mixed briefly through vortexing and incubated on ice for 30 min. After this time, samples were sonicated twice (seven cycles of 30 s on and 30 s off) with a Bioruptor Plus sonicator (Diagenode). In between the two sonication cycles, samples were incubated at 12 °C with 0.8 µl of Benzonase (Sigma, E1014). Finally, lysates were centrifuged at 4 °C for 15 min at maximum speed, and the resulting supernatant was used for SDS–PAGE and western blotting directly or for co-IP followed by SDS–PAGE and western blotting. All antibodies used for western blotting are reported in Supplementary Table 6. Antibody dilutions for western blotting are as follows: 1:2,000 for Snf2h, Ctcf, Acf1, Bptf and LaminB antibodies; 1:1,000 for Rsf1, Tip5 and Rad21 antibodies; 1:500 for Cecr2 antibody and 1:5,000 for Wstf antibody.

### Co-IP followed by western blotting

For co-IP, protein G Dynabeads magnetic beads (Thermo Fisher Scientific, 10004D) were washed twice and resuspended in their original volume with RIPA buffer diluted (1:1) in dilution buffer (10 mM Tris–HCl (pH 7.5), 150 mM NaCl, 0.5 mM EDTA, 1 mM DTT and protease inhibitor). Nuclear extracts for the IP were obtained, as described in the previous section. For preclearing, 15 µl of beads were added to nuclear extracts and incubated for 30 min at 4 °C with overhead rotation. Five percent of the precleared lysate was used as input control. To the rest of the precleared lysates, 5 μg of anti-SNF2H antibody was added and samples were left overnight at 4 °C with rotation. The following day, 25 µl of prewashed magnetic beads were added and samples were left for 1 h at 4 °C with rotation. After this time, beads were washed three times with 500 µl IP-wash buffer (20 mM Tris–HCl (pH 8.0), 150 mM NaCl, 1 mM EDTA, 1.5 mM MgCl_2_, 0.5% NP-40, 1 mM DTT and protease inhibitor). Beads were then transferred to a new tube and washed again twice before being resuspended in an appropriate volume of gel-loading buffer (1:1 mix of RIPA buffer and 5× Laemmli buffer with 5% β-mercaptoethanol) for SDS–PAGE and western blotting. The antibodies used for co-IP and western blotting are reported in Supplementary Table 6.

### Co-IP followed by mass spectrometry

The day before the IP, WT and Snf2hΔ mES cells were seeded into a 15-cm plate (1 × 10^7^ cells per plate). For each condition, three independent replicates were prepared. For the lysis, 1.5 × 10^7^ cells per sample were washed in PBS and resuspended in 1 ml of hypotonic solution (20 mM Tris–HCl (pH 7.4), 10 mM NaCl and 3 mM MgCl_2_) and incubated on ice for 5 min. After incubation, NP-40 was added to a final concentration of 0.1%; samples were mixed gently, left on ice for 5 min and centrifuged for 5 min at 500*g*. The resulting pellets were resuspended in 900 µl of B150AG buffer (10 mM Tris–HCl (pH 7.5), 2 mM MgCl_2_, 150 mM NaCl, 0.5% Triton X-100, 50 mM l-arginine (Sigma A5006), 50 mM l-glutamine (Sigma, G1251) + protease inhibitor) and mixed by vortexing. After that, samples were centrifuged for 5 min at 4 °C at maximum speed. Supernatants were then transferred to new tubes for IP.

For each IP, 25 µl of protein G Dynabeads magnetic beads (Thermo Fisher Scientific) were washed twice with 1 mL of B150 buffer (10 mM Tris–HCl (pH 7.5), 2 mM MgCl_2_, 150 mM NaCl and 0.5% Triton X-100). After washing, beads were resuspended in 100 µl of B150 buffer + protease inhibitor and incubated with lysates for 1 h at 4 °C. Precleared lysates were moved to fresh tubes and incubated at 4 °C overnight with 5 μg of a-Snf2h antibody. The day after, 25 µl of beads per IP were washed as described above and incubated with samples at 4 °C for 4 h. After incubation, beads were washed three times with B150 buffer, resuspended in 250 µl of B150nd buffer (10 mM Tris–HCl (pH 7.5), 2 mM MgCl_2_ and 150 mM NaCl) and moved to clean tubes. Then beads were again washed on a magnet with 1 ml of B150nd buffer, the supernatant was removed and beads were centrifuged for 30 s at maximum speed.

Protein digestion was carried out as previously described^48^. In brief, beads were resuspended in 5 µl digestion buffer (3 M guanidinium hydrochloride, 20 mM EPPS (Hepps; pH 8.5), 10 mM chloroacetamide and 5 mM tris(2-carboxyethyl)phosphine) and digested with 1 µl of 0.2 µg µl^−1^ Lys-C at room temperature for 4 h. In total, 17 μl (50 mM) HEPES (pH 8.5) were added to the beads, followed by the addition of 1 µl (0.2 µg µl^−1^) trypsin. Beads were then incubated at 37 °C overnight. The day after, another 1 µl of 0.2 µg µl^−1^ trypsin was added, and samples were digested for an additional 5 h. Samples were acidified by adding 1 μl of 20% trifluoroacetic acid and sonicated in an ultrasound bath. Peptides were analyzed by liquid chromatography–tandem mass spectrometry on an EASY-nLC 1000 (Thermo Fisher Scientific) using a two-column set-up. The peptides were applied onto a peptide μPAC trapping column in 0.1% formic acid and 2% acetonitrile in H_2_O at a constant flow rate of 5 μl min^−1^. Using a flow rate of 500 nl min^−1^, peptides were separated at room temperature with a linear gradient of 3–6% buffer B in buffer A in 4 min followed by a linear increase from 6% to 22% in 55 min, 22% to 40% in 4 min, 40% to 80% in 1 min, and the column was finally washed for 13 min at 80% buffer B in buffer A (buffer A: 0.1% formic acid; buffer B: 0.1% formic acid in acetonitrile) on a 50 cm μPAC column (PharmaFluidics) mounted on an EASY-Spray source (Thermo Fisher Scientific) connected to an Orbitrap Fusion LUMOS (Thermo Fisher Scientific). The data were acquired using 120,000 resolution for the peptide measurements in the Orbitrap and a top T (3 s) method with higher-energy collisional dissociation fragmentation for each precursor and fragment measurement in the ion trap according to the recommendation of the manufacturer (Thermo Fisher Scientific).

### RNA-seq

Total RNA for RNA-seq was purified using the RNeasy Mini Kit (Qiagen), and any residual genomic DNA was removed using a DNA-free DNA Removal Kit (Invitrogen). The quality of purified RNA was assessed with Agilent Bioanalyzer. Sequencing libraries were prepared from purified RNA for two or three independent replicates using the TruSeq RNA Library Prep Kit v2 (Illumina). Libraries were analyzed and quantified using Agilent Bioanalyzer and sequenced on the Illumina HiSeq 2500 or Illumina NovaSeq. Sequencing depth and number of mapped reads for each sample are reported in Supplementary Table 7.

### ATAC–seq

ATAC–seq was performed according to previously described protocols^23^. Briefly, 50,000 cells were washed with cold phosphate-buffered saline and resuspended in 50 μl of lysis buffer (10 mM Tris–HCl (pH 7.4), 10 mM NaCl, 3 mM MgCl_2_, 0.1% NP-40, 0.1% Tween-20 and 0.01% digitonin) and incubated on ice for 3 min to extract the nuclei. After lysis, 1 ml of wash buffer (10 mM Tris–HCl (pH 7.4), 10 mM NaCl, 3 mM MgCl_2_ and 0.1% NP-40) was added, and the tubes were inverted to mix. The nuclei were cold centrifuged at 500*g* for 10 min. The nuclei pellet was incubated in 50 μl of transposition reaction buffer (25 μl (2×) TD buffer, 2.5 μl transposase (100 nM final), 16.5 μl PBS, 0.5 μl (1%) digitonin, 0.5 μl (10%) Tween-20 and 5 μl water) for 30 min at 37 °C in an orbital shaker. The DNA was purified using the MinElute PCR Purification Kit (Qiagen). The eluted transposed DNA was submitted to PCR using Q5 High-Fidelity Polymerase (New England Biolabs). DNA was amplified with seven cycles of PCR. The libraries were analyzed and quantified using Agilent Bioanalyzer or Agilent Fragment Analyzer and sequenced on the Illumina NextSeq platform at 41 bp paired-end or NovaSeq at 50 bp paired-end. Sequencing depth and number of mapped reads for each sample are reported in Supplementary Table 7. All ATAC–seq experiments were performed in at least two independent replicates per condition.

### MNase-seq

MNase-seq was performed as previously described^23^. In brief, 1 million cells were resuspended in 1 ml of buffer 1 (0.3 M sucrose, 15 mM Tris (pH 7.5), 60 mM KCl, 15 mM NaCl, 5 mM MgCl_2_, 2 mM EDTA, 0.5 mM DTT, 1× protease inhibitor cocktail (PIC), 0.2 mM spermine and 1 mM spermidine) with detergent (buffer 1 + 0.02% NP-40) and incubated on ice for 5 min. Nuclei were then pelleted at 300*g* for 5 min at 4 °C. Nuclei were gently resuspended in 1 ml of buffer 2 (0.3 M sucrose, 15 mM Tris (pH 7.5), 60 mM KCl, 15 mM NaCl, 5 mM MgCl_2_, 0.5 mM DTT, 1× PIC, 0.2 mM spermine and 1 mM spermidine). Nuclei were then pelleted for 5 min at 300g at 4 °C. Pellets were resuspended in 400 μl MNase buffer (0.3 M sucrose, 50 mM Tris (pH 7.5), 4 mM MgCl_2_, 1 mM CaCl_2_ and 1× PIC). In total, 5 U of MNase S7 micrococcal nuclease (Roche, 10107921001) were added. Nuclei were then incubated for 30 min at 37 °C. Reaction was stopped by adding EDTA to a final concentration of 5 mM. SDS (to a final concentration of 1%) and proteinase K (200 μg ml^−1^) were then added to the samples, followed by incubation at 55 °C for 1 h with shaking. MNase-digested DNA was purified using AMPure XP beads (Beckman Coulter, A63881). In total, 500 ng of purified DNA was then used for library preparation with the NEBNext Ultra Library Preparation Kit (New England Biolabs), using five PCR cycles. Libraries were analyzed and quantified using Agilent Bioanalyzer and sequenced on the Illumina NextSeq 500 (41 bp paired-end) or Illumina NovaSeq. Sequencing depth and number of mapped reads for each sample are reported in Supplementary Table 7. All MNase-seq experiments were performed in at least two independent replicates per condition.

### SMF and amplicon bisulfite sequencing

SMF was carried out as previously described^49^ for WT and Bptf∆ cells in three independent replicates. In brief, 0.25 × 10^6^ cells per sample were lysed in 1 ml ice-cold lysis buffer (10 mM Tris (pH 7.4), 10 mM NaCl, 3 mM MgCl_2_, 0.1 mM EDTA and 0.5% NP-40). After spinning, nuclei were first resuspended in 250 μl of ice-cold wash buffer (10 mM Tris (pH 7.4), 10 mM NaCl, 3 mM MgCl_2_ and 0.1 mM EDTA) and then in 1× M.CviPI buffer (New England Biolabs) containing 1 mM SAM, 300 mM sucrose and 200 U of GpC methyltransferase (M.CviPI; New England Biolabs, M0227L) in a total volume of 300 μl and incubated at 37 °C for 15 min. The reaction was stopped by adding 300 μl of stop solution (20 mM Tris–HCl (pH 7.9), 600 mM NaCl, 1% SDS and 10 mM EDTA). After RNAse A and proteinase K treatments, DNA was first purified by phenol:chloroform and then further extracted with only chloroform. Finally, DNA was precipitated in isopropanol and resuspended in ddH_2_O. For each sample, 2 μg of methylated DNA was used for bisulfite conversion using an EZ DNA methylation-gold kit (Zymo). Converted DNA was used as a substrate for PCR amplification of endogenous CTCF sites using bisulfite-compatible primers (Supplementary Table 8) and KAPA HiFi Uracil+ (Roche) ((95 °C, 4 min) ×1, (98 °C, 20 s; 60 °C, 15 s; 72 °C, 20 s) ×35, (75 °C, 5 min) ×1 and 4 °C, hold). Amplicons were purified using AMPure XP beads, pooled by sample and used for library preparation using the NEBNext Ultra Library Preparation Kit (New England Biolabs). Libraries were analyzed and quantified using Agilent Bioanalyzer and sequenced on an Illumina MiSeq (250 bp paired-end).

### CUT&RUN

Cleavage under targets and release using nuclease (CUT&RUN) was performed following the EpiCypher manufacturer’s protocol (v.1.5.2) with some modifications. For all conditions, CUT&RUN was performed with both SNF2H and IgG antibodies (Supplementary Table 6) in two independent replicates. In brief, the day before the experiment, WT, Snf2hΔ and BptfΔ mES cells were seeded in six-well plates. The day after, 10 µl per sample of concanavalin A beads (concanavalin A magnetic beads; Bangs Laboratories, BP531) were washed twice with bead activation buffer (20 mM HEPES (pH 7.9), 10 mM KCl, 1 mM CaCl_2_ and 1 mM MnCl_2_) and resuspended in 10 μl of the same buffer. For each sample, 0.5 × 10^6^ cells were washed in PBS and centrifuged at room temperature at 600*g* for 3 min. Cells were then washed twice in 100 µl of wash buffer (20 mM HEPES (pH 7.5), 150 mM NaCl, 0.5 mM spermidine, protease inhibitor) and resuspended in 100 μl of the same buffer. Afterward, cells were aliquoted in eight-strip tubes containing 10 µl of activated beads, mixed with gentle vortexing and incubated at room temperature for 10 min. After this time, supernatant was removed and beads were gently resuspended in 50 µl of cold antibody buffer (wash buffer + 0.001% digitonin + 2 mM EDTA). In total, 0.5 µl of antibodies were added to each sample and left overnight at 4 °C. The following day, beads were washed twice using 250 µl of cold digitonin buffer (wash buffer + 0.001% digitonin) and gently resuspended in 50 µl of the same buffer. In total, 2.5 µl of CUTANA pAG-MNase (20× pAG-MNase; Epicypher, 15-1016) were added to each of the samples, which were then gently mixed and left for 10 min at room temperature. After this time, 250 µl of cold digitonin buffer was added directly to the samples. The previous step was repeated for two washes, and then samples were resuspended in 50 µl of digitonin buffer. To start the digestion, 2 μl of 50 mM CaCl_2_ was added to the samples, which were then gently mixed and left at 4 °C for 2 h. After this time, 33 µl of stop buffer (340 mM NaCl, 20 mM EDTA, 4 mM EGTA, 50 µg ml^−1^ RNase A and 50 µg ml^−1^ glycogen) were added, and samples were then vortexed and incubated at 37 °C for 10 min. Samples were moved on the magnet, and the supernatant was transferred to clean 1.5 ml tubes for nucleic acid extraction using the MinElute PCR Purification Kit (Qiagen). Purified DNA was used for library preparation using the NEBNext Ultra Library Prep Kit (Illumina) according to the manufacturer’s instructions with the following Epicypher manufacturer’s modifications. DNA clean-up before PCR amplification was done using 1.1× AMPure XP beads. PCR amplification parameters were adjusted to 1 cycle of 45 s at 98 °C, 14 cycles of 15 s at 98 °C followed by 10 s at 60 °C and 1 cycle of 1 min at 72 °C. DNA was again purified using 1.1× AMPure XP beads and eluted in 0.1× TE buffer. Libraries were analyzed and quantified using Agilent Bioanalyzer and sequenced on the Illumina NextSeq platform at 41 bp paired-end. Sequencing depth and number of mapped reads for each sample are reported in Supplementary Table 7.

### ChIP–seq

ChIP was carried out as previously described^23^. In brief, cells were grown to confluence and cross-linked in DMEM containing 1% formaldehyde for 10 min at room temperature. The reaction was quenched with 200 mM (final concentration) glycine, and cells were scraped off and rinsed with 10 ml of 1× PBS. Pellets were resuspended first in 10 ml of buffer 1 (10 mM Tris (pH 8.0), 10 mM EDTA, 0.5 mM EGTA and 0.25% Triton X-100) and then in 10 ml of buffer 2 (10 mM Tris (pH 8.0), 1 mM EDTA, 0.5 mM EGTA and 200 mM NaCl). Then cells were lysed in 1 ml lysis buffer (50 mM HEPES/KOH (pH 7.5), 500 mM NaCl, 1 mM EDTA, 1% Triton X-100, 0.1% DOC, 0.1% SDS, protease inhibitors) and sonicated for 20 cycles of 30 s using a Diagenode Bioruptor Pico, with 30 s breaks in between cycles. For the IP, lysate was first precleared with protein A/G magnetic Dynabeads Magnetic beads (Thermo Fisher Scientific) for 1 h at 4 °C and then incubated with 5 μg of antibody (Supplementary Table 6) overnight at 4 °C. The mixture was then incubated for 3 h at 4 °C with washed protein A/G magnetic Dynabeads Magnetic beads. Beads were washed three times with 1 ml lysis buffer, once with 1 ml DOC buffer (10 mM Tris (pH 8.0), 0.25 M LiCl, 0.5% NP-40, 0.5% deoxycholate and 1 mM EDTA), once with TE and bound chromatin was eluted in 1% SDS/0.1 M NaHCO_3_. After RNase A treatment, proteinase K digestion was performed at 55 °C for 2 h, before reversing the cross-linking by overnight incubation at 65 °C. DNA was isolated by purification using AMPure XP beads. A sample of the input chromatin was treated in the same way to generate total input DNA. Immunoprecipitated DNA and 200 ng of input DNA were submitted to library preparation (NEBNext Ultra DNA Library Prep Kit; Illumina). In the library preparation protocol, input samples were amplified using five PCR cycles and IP samples using 12 cycles. Libraries were analyzed and quantified using Agilent Bioanalyzer and sequenced on the Illumina HiSeq 2500 or Illumina NovaSeq. Sequencing depth and number of mapped reads for each sample are reported in Supplementary Table 7. All ChIP–seq experiments were performed in at least two independent replicates per condition.

### Hi-C

Hi-C experiments were performed as previously described in two independent replicates^14^. In brief, 5 million cells per sample were fixed in DMEM containing 1% formaldehyde for 10 min at room temperature. After quenching the reaction with glycine (125 mM final concentration) and a 15 min incubation on ice, cells were pelleted and resuspended in 500 μl of freshly prepared ice-cold lysis buffer supplemented with protease inhibitors (10 mM Tris–HCl (pH 8.0), 10 mM NaCl, 0.2% NP-40 and 1× protease inhibitors). Nuclei were then resuspended in ice-cold 1× NEBuffer 2 containing 0.05% of SDS and incubated at 37 °C for 30 min, after which Triton X-100 was added to quench the SDS. Permeabilized nuclei were digested with 400 U of MboI restriction enzyme (NEB, R0147M) at 37 °C overnight. The 5′ overhangs were filled with the incorporation of biotin-14-dATPs (Thermo Fisher Scientific, 19524016) using DNA polymerase I large (Klenow) fragment (NEB, M0210L), and resulting blunt ends were ligated with T4 DNA Ligase (NEB, M0202T). After RNAse A and proteinase K treatment and reverse cross-linking (65 °C overnight), DNA was purified using AMPure XP beads, and 2 μg of purified DNA was sheared using Covaris S220 Focused-ultrasonicator to an average size of 300–500 bp. The biotin-labeled ligation junctions were then captured using Dynabeads MyOne Streptavidin T1 beads (Thermo Fisher Scientific, 65601) in binding buffer (5 mM Tris–HCl (pH 7.5), 0.5 mM EDTA and 1 M NaCl). Finally, end-repairing, A-tailing, Illumina adapter ligation and indexing PCR amplification (six cycles) were performed on beads using NEBNext reagents and buffers before final purification with AMPure XP beads. Resulting libraries were analyzed and quantified using Agilent Bioanalyzer and sequenced on Illumina NextSeq at 41 bp paired-end.

### Co-IP MS protein enrichment analysis

Co-IP MS enrichment analysis was carried out as previously described^48^. In brief, protein identification and relative quantification were performed with MaxQuant (v.1.5.3.8) using Andromeda as the search engine^50^ and label-free quantification^51,52^. The mouse subset of the UniProt (v.2019_04) combined with the contaminant database from MaxQuant was searched, and the protein and peptide false discovery rate were set to 1% and 0.1%, respectively. The following analysis was performed using R v.4.3.0. Protein intensities were first normalized to the smallest total sum of intensities across all samples, then log_2_-transformed after dividing samples by 2^20^ and adding a pseudocount of five to stabilize the variance of the data. SNF2H-enriched samples were compared to datasets generated by co-IP MS in the Snf2hΔ line (that is, mock IP), and significance estimates were determined using limma^53^ (v.3.56.2). Proteins with <0.01 adjusted *P* value were considered significantly enriched.

### RNA-seq data analysis

RNA-seq reads were aligned to the mouse genome (BSgenome.Mmusculus.UCSC.mm10 v.1.4.0). Promoters were defined as ±1,000 nt around the TSS of each transcript in the University of California Santa Cruz (UCSC) Known Genes database, which was accessed via the Bioconductor package TxDb.Mmusculus.UCSC.mm10.knownGene v.3.10.0. Reads were aligned using the qAlign function from the QuasR package (v.1.40.1), with parameters ‘splicedAlignment = TRUE’ and ‘aligner = ‘Rhisat2’. Differential expression analysis was performed using gene-level quantifications and the quasi-likelihood method (glmQLFit and glmQLFTest functions) with default parameters using the edgeR package (v.3.40.2). First, weakly expressed or nondetected genes were filtered out using the filterByExpr function, and then a model was fitted of the form ~batch + genotype (where batch is a factor with levels corresponding to the batch of RNA-seq experiment associated with the sample, and genotype is a factor with levels corresponding to the genotype of the cell line). DEGs for each knockout–WT pair were selected among those having at least twofold change (FC; absolute log_2_(FC) > 1) in either direction and a false discovery rate smaller than 0.01, as calculated by edgeR.

The same DEGs were clustered using *k*-means (*k*-means function from statistics) with *k* = 4. The number of clusters, *k*, was determined by performing *k*-means clustering over a range of *k* of 2–30 and selecting a value over which reduction in the total within-cluster sum of squares appeared less significant (elbow method). DEGs were displayed using ComplexHeatmap (v.2.12.0). For all plots, the mean signal from at least two independent replicates is reported unless otherwise specified in the figure legend.

For Gene Ontology analysis, enriched ‘Biological Process’ terms in both upregulated and downregulated genes for each genotype were searched using the enrichGO function in the clusterProfiler package (v.4.8.1), using all expressed genes as background and with a *P* value cut-off of 0.01. Promoter regions of upregulated and downregulated genes from each deletion line were annotated by chromatin states defined by distinct combinations of histone modifications, as available from ref. ^54^ (chromHMM^18,19^ maps for mESC ENCODE^55^ datasets were downloaded from https://github.com/guifengwei/ChromHMM_mESC_mm10). To streamline, StrongEnhancer (state S8) was merged into Enhancer (S4), and Insulator, TranscriptionElongation, TranscriptionTransition, Heterochromatin and WeakEnhancer states were labeled as other. For promoters overlapping with multiple chromatin states, assignment was prioritized in the following order: ActivePromoter, BivalentChromatin, Enhancer, RepressedChromatin, other and intergenic.

### ATAC–seq data analysis

ATAC–seq reads were trimmed using cutadapt v2.5 with parameters, -a CTGTCTCTTATACACA -A CTGTCTCTTATACACA -m 5 -overlap = 1, and mapped to the mouse genome (BSgenome.Mmusculus.UCSC.mm10 v.1.4.0) using the qAlign function in QuasR (v1.40.1) with default parameters, which uses bowtie for short read alignments. ATAC–seq peaks were called using MACS2 (v.2.2.7.1) with parameters --nomodel --shift -100 --extsize 200 --keep-dup all -g mm --qvalue = 1e−2. For comparative analysis, a unique peak set was created with all genomic regions that were called as a peak in at least two replicates of at least one sample.

Differentially accessible regions were called using read counts on peaks and the quasi-likelihood method (glmQLFit and glmQLFTest functions) with default parameters using the edgeR package (v.3.40.2). A model was fitted of the form ~batch + genotype (where batch is a factor with levels corresponding to the batch of ATAC–seq experiment associated with the sample, and genotype is a factor with levels corresponding to the genotype of the cell line). Differentially accessible peaks were clustered using *k*-means with *k* = 4 (using the *k*-means function from statistics). log_2_(FCs) in ATAC signal at these differentially accessible peaks were displayed using ComplexHeatmap (v.2.12.0).

For motif analysis, enrichment for each of the vertebrate TF motifs contained in the JASPAR2022 database^56^ was calculated using the calcBinnedMotifEnrR in the monaLisa package (v.1.6.0)^57^. For visualization, motifs that had a log_2_ fold enrichment of > 1.5 and −log_10_-adjusted *P* value > 100 in at least one bin were selected.

ATAC–seq metaprofiles around bound CTCF sites were generated using the qProfile function from QuasR to get read counts in a 2-kb window anchored by the oriented CTCF-binding motif, normalized by sequencing depth. Profiles were then smoothed with a running mean of 21 bp and multiplied by 100. For all plots, the mean signal from at least two independent replicates is reported unless otherwise specified in the figure legend.

Strong DHSs were defined as previously described^14^.

### MNase-seq data analysis

MNase-seq reads were trimmed using cutadapt v.2.5 with parameters -a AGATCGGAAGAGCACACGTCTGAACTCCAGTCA -A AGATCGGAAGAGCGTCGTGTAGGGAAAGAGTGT -m 5 --overlap=1, and mapped to the mouse genome (BSgenome.Mmusculus.UCSC.mm10 v.1.4.0) using the qAlign function in QuasR (v.1.40.1) with default parameters, which uses bowtie for short read alignment. MNase-seq metaprofiles around sites of interest (TSSs, DHSs or TF-binding sites) were generated using the qProfile function from QuasR with the parameter shift = ‘halfInsert’, to get MNase fragment midpoint counts in a 2-kb window anchored to the TF-binding motif. Raw counts were normalized by dividing through the median of each profile and multiplying by the median of all sample medians. Profiles were then smoothed with a running mean of 21 bp. Similarly, heatmaps of MNase-seq fragment midpoints were generated by normalizing the profiles to sequencing depth.

NRLs were calculated using a Phasogram-based approach described in refs. ^14,58^ implemented using the calcPhasogram and estimateNRL functions in the swissknife R package (https://fmicompbio.r-universe.dev/swissknife v.0.40) with default parameters.

For plots showing MNase signal as a function of fragment length, we counted reads in a 2 kb window centered on bound CTCF motifs (‘ChIP–seq data analysis’) and divided based on the length of the sequenced fragment. Data were standardized using the scale function in R.

### CUT&RUN data analysis

CUT&RUN reads were trimmed using cutadapt v.2.5 with parameters -a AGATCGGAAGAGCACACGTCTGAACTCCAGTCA -A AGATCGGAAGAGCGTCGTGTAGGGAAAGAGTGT -m10 -overlap = 1, and mapped to the mouse genome (BSgenome.Mmusculus.UCSC.mm10 v.1.4.0) using the qAlign function in QuasR (v.1.40.1) with default parameters. To account for differences in library size, the number of total reads mapped for each sample was scaled down to the sample with the lowest number of mapped reads. Average metaplots and single locus heatmaps were generated using the qProfile function in QuasR with default parameters; profiles were calculated over 2 kb windows centered on either CTCF-bound motifs or DHS center (see below) and smoothed over 51 bp. For the average metaplots, the signal was divided by the total number of genomic regions considered. For the single locus heatmaps, CTCF regions were sorted by SNF2H signal in WT. For the boxplots (Extended Data Fig. 5e,g), reads were counted over 250 bp windows centered on the region of interest using the QuasR function qCount, whereby reads were shifted by half the fragment length and each fragment was counted once. log_2_ read counts were calculated as log_2_(*n* + 8), in which *n* is the library-size normalized count and 8 is the pseudocount, used to decrease noise levels at low read counts in any comparison. Enrichment over controls (IgG) was calculated by subtracting the log_2_ read counts of the control from the log_2_ read counts of the corresponding sample. All plots were generated using the mean values from two independent replicates.

DHSs and CTCF-bound sites were defined as described in the above sections.

### ChIP–seq data analysis

ChIP–seq reads were trimmed using cutadapt v.2.5 with parameters -a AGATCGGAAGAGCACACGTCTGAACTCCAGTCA -m 5–overlap=1, and mapped to the mouse genome (BSgenome.Mmusculus.UCSC.mm10 v.1.4.0) using the qAlign function in QuasR (v.1.40.1) with default parameters, which uses bowtie for short read alignment. ChIP enrichment between immunoprecipitated and input samples was calculated using the following equation:

$${e}_{i}={\log }_{2}\frac{{n}_{i}/{N}_{i}\times {\rm{median}}\left(N\right)+8}{{n}_{j}/{N}_{j}\times {\rm{median}}\left(N\right)+8},$$

where $${e}_{i}$$ is the ChIP enrichment of a region in sample *i*; *n*_*i*_ and *n*_*j*_ are the number of alignments in the immunoprecipitated sample *i* and the corresponding input sample *j*; *N*_*i*_ and *N*_*j*_ are the library sizes (total number of alignments) in samples *i* and $$j$$; median (*N*) is the median library size over all samples. Changes in ChIP enrichment between two immunoprecipitated samples were calculated using the same formula.

For genome-wide site predictions of CTCF, the motif MA0139.1 from the JASPAR2022 Bioconductor package v.0.99.7 was used. Bound CTCF sites were defined as motifs that have a log_2_(enrichment) (IP over input in a 251-bp window centered on the motif) of at least 1.0 (twofold). CTCF motifs were clustered using *k*-means with *k* = 5 (using the *k*-means function from statistics), using changes in ChIP–seq and ATAC–seq enrichment signal in BptfΔ cells compared to WT controls. ChIP–seq metaprofiles were generated using the qProfile function from QuasR (v.1.40.1) to get read counts in a 2-kb window anchored by the TF-binding motif without applying shifting. Counts were normalized by sequencing depth, divided by the total number of sites and multiplied by 1,000. Profiles were then smoothed with a running mean of 21 bp. For the heatmap with average ChIP–seq profiles around per-cluster ATAC–seq peaks, ChIP–seq read counts in 2-kb windows centered on ATAC–seq peak midpoints were obtained using the qProfile function from QuasR pooling all samples measuring the same ChIP–seq target and normalizing them to RPKM. Normalized values were averaged across ATAC–seq peaks in each cluster and smoothed using a running mean of 45 bp. For better comparability between ChIP–seq targets, average cluster profiles from each target were further normalized by dividing through their maximum value or through 1.5 if the maximum was <1.5. CTCF sites were similarly annotated using the mESC chromHMM map, as explained above. To streamline the annotations, states were combined as Strong/Weak/Enhancers (S4/S8/S11), Heterochromatin/Repressed (S3/S5) and TranscriptionTransition/Elongation (S9/S10). For CTCF sites overlapping with multiple chromatin states, assignment was prioritized in the following order: ActivePromoter, BivalentChromatin, Enhancer, RepressedChromatin, Insulator and Intergenic. For all samples generated in this study, the mean signal from at least two independent replicates is reported.

### SMF analysis

Reads were trimmed using Trimmomatic^59^ (v.0.32) in paired-end mode using the ILLUMINACLIP option. Trimmed reads were mapped to the mouse genome (BSgenome.Mmusculus.UCSC.mm10 v.1.4.0) using the qAlign function from the QuasR package (v.1.40.1) with parameters for bisulfite data. DNA methylation was quantified for all Cs using the qMeth function and then separated into Cs in the CpG or GpC context, removing GCG and CCG sequence contexts as these cannot be distinguished between endogenous methylation and SMF methylation. Plots of SMF data report the mean signal for three independent replicates of (1 − GpC methylation) to visualize the footprint.

### Deep learning model

A CNN was trained on one-hot-encoded 150-bp-long DNA sequence(s) centered at CTCF-bound sites (*n* = 47,630) as input to predict the change in CTCF binding in Bptf∆ cells compared to WT as measured by ChIP–seq. The architecture of CNN was adapted from Basset^60^ and further modified based on the DeepSTARR design in ref. ^27^. The CNN in our study starts with four sequential convolutional layers (1D, filters = 128, 128, 128, 64; size = 5, 3, 5, 3) each followed by ReLU activation and max-pooling (size = 2). The output of the convolutional layers was fed into two fully connected layers with ReLU activation having 128 and 64 neurons, respectively. Dropout of 0.4 was applied after each fully connected layer. The final layer was used to predict the CTCF ChIP–seq changes in Bptf∆ cells compared to WT, using a linear activation function. The model was implemented in the Keras framework^61^ using the Keras R package (v.2.2.5.0), with TensorFlow^62^ (v.2.0.0) backend. The training was performed using a mean-squared-error loss function and the Adam optimizer^63^ with a batch size of 64 and monitored for early stopping based on validation loss (20% of the training set) with patience of 15 epochs. CTCF sites from chromosomes 16, 17, 18 and 19 were excluded from the training (*n* = 32,988) and validation (*n* = 8,248) sets and kept as the test set (*n* = 6,394) for model evaluation. For model interpretability, the DeepExplainer implementation^64^ from the SHAP library^65,66^ was used to calculate contribution scores for every nucleotide in the provided sequences around bound CTCF sites. As reference sequence for DeepExplainer, 100 dinucleotide-shuffled versions were generated for each CTCF site. To summarize the contribution of each nucleotide at each position across all input sequences, average contribution scores per position were computed for each of the four bases by taking the average of the contribution scores of the nucleotides present in the input sequence. The resulting contribution weight matrix (as introduced in ref. ^67^) was visualized using ggseqlogo^68^ (v.1.0). TFBSTools^69^ was used to identify the position of the M2 motif as defined in ref. ^29^ (downloaded from CTCFBSDB 2.0 (ref. ^70^)).

### Hi-C data analysis

Sequencing depth and number of mapped reads for each sample are reported in Supplementary Table 7. Hi-C analysis was performed using Python (v.3.9.7). Data were processed using the distiller-nf pipeline (https://github.com/open2c/distiller-nf). Briefly, reads were mapped using BWA (v.0.7.17) with default parameters ‘bwa mem -SP5M’. Hi-C pairs contacts were extracted from mapped files and processed using pairtools^71^ (v.1.0.2), specifically with the parse (with --add-columns mapq --walks-policy all additional arguments), sort and dedup (with max_mismatch_bp: 1 setting). Deduplicated pairs were then filtered to retain pairs with both sides mapping with high confidence (mapq ≥30) and converted to cooler format using cooler^72^ (v.0.9.0) using the ‘cload pairs’ function with default parameters. At this stage, two replicates were merged. Matrices for individual samples and merged datasets were then zoomified to produce multiresolution cooler (.mcool) files, and these were balanced with the –cis-only flag. For all downstream analyses, when not specified otherwise, merged datasets were used. Further analysis was performed using the Quaich pipeline (https://github.com/open2c/quaich). We included the Hi-C dataset generated here, the SNF2H knockout dataset from our earlier work^14^, the CTCF-AID depletion dataset from ref. ^30^ for analysis, together with the mESCs dataset from ref. ^46^ as a deep reference dataset for feature annotation. We used cooltools^73^ (v.0.6.1) to calculate genome-wide insulation profiles at 10 kb resolution with 100 kb window size and used the (default) Li thresholded boundaries in the data from ref. ^46^ as TAD boundaries. To create a TAD annotation, we combined neighboring boundaries (using bioframe) and removed putative TADs longer than 1.5 Mb. Loops were called at 5 kb, 10 kb and 24 kb resolutions using mustache with arguments -d 10000000 -pt 0.05 -st 0.8, and results from different resolutions were merged (any dots within a 20 kb radius of each other were considered the same, and the one called at the highest resolution was retained). All pileups were created from 10 kb resolution data using coolpup.py^74^ (v.1.1.0) with expected normalization and 300 kb pad for local pileups (around TAD boundaries, CTCF sites) or 100 kb for distal pileups (around loops). When insulation strength is reported in local pileups, it is calculated by dividing the mean of all values in the upper left and lower right quadrants over the mean of all values in the upper right and lower left quadrants (a ratio of contacts not crossing the central bin over the contacts encompassing the central bin), ignoring the first two diagonals. For compartment analysis, we used cooltools eigs-cis for eigenvector decomposition of intrachromosomal matrices at 100 kb resolution and used GC content calculated using cooltools genome gc as a phasing track.

### Statistics and reproducibility

No statistical method was used to predetermine the sample size. No data were excluded from the analyses. The experiments were not randomized, and the investigators were not blinded to allocation during experiments and outcome assessment.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41588-024-01767-x.

## Supplementary information

Supplementary Information Supplementary Figs. 1 and 2.

Reporting Summary

Peer Review File

Supplementary Tables Supplementary Table 1: Genomic coordinates of distal DHSs used in this study. Supplementary Table 2: Genomic coordinates of differentially accessible regions in each ISWI subunit deletion. Supplementary Table 3: Bound CTCF sites divided by clusters. Supplementary Table 4: Bound CTCF sites divided by groups. Supplementary Table 5: Sequence of gRNAs and mutations in the newly generated lines. Supplementary Table 6: Antibodies used in this study. Supplementary Table 7: Coverage and mapped reads for DNA and RNA sequencing experiments. Supplementary Table 8: Primers used for amplicon-based SMF.

## Source data

Source Data Fig. 1 Unprocessed western blots.

Source Data Extended Data Fig. 1 Unprocessed western blots.

Source Data Extended Data Fig. 2 Unprocessed western blots.

Source Data Extended Data Fig. 10 Unprocessed western blots.

## Data Availability

Next-generation sequencing data generated in this study are available at Gene Expression Omnibus (GEO; https://www.ncbi.nlm.nih.gov/geo/) with accessions GSE234295 and GSE250229. The following public datasets were obtained from GEO: histone marks ChIP–seq: H3K27me3: (GSE30203, samples GSM747539 to GSM747541 (ref. ^75^)), H3K4me1: (GSE30203, sample GSM747542 (ref. ^75^)), H3K27ac: (GSE67867, samples GSM1891651 and GSM1891652 (ref. ^76^)), H3K36me3: (GSE33252, samples GSM801982 and GSM801983 (ref. ^77^)); Hi-C CTCF-AID-UNT and CTCF-AUX-48h (GSE98671, samples GSM2644945 to GSM2644948 (ref. ^30^)); ChIP–seq CTCF-AID-UNT and CTCF-AUX-48h (GSE98671, samples GSM2609185 and GSM2609186 (ref. ^30^)); SNF2H knockout (GSE112136 Hi-C samples GSM3331341 to GSM3331344, MNase samples GSM3058339 to GSM3058342, RNA-seq samples GSM3058347 to GSM3058359, ChIP–seq samples GSM3058327 and GSM3058328 (ref. ^14^)). The UCSC annotation of known genes for mm10 was obtained through the Bioconductor annotation package TxDb.Mmusculus.UCSC.mm10.knownGene (10.18129/B9.bioc.TxDb.Mmusculus.UCSC.mm10.knownGene). The Jaspar2022 (ref. ^56^) motif database used in this study can be accessed online (https://jaspar2022.genereg.net/). The MS proteomics data generated in this study have been deposited to the ProteomeXchange Consortium via the PRIDE^78^ partner repository with the dataset identifier PXD042945. Source data for blots in Fig. 1b and Extended Data Figs. 1b, 2a and 10f are provided with this paper.

# Supplementary material for: Systematic assessment of ISWI subunits shows that NURF creates local accessibility for CTCF
**Source:** Nat Genet. 2024 May 30;56(6):1203–12. doi: 10.1038/s41588-024-01767-x
**Supplement:** Supplementary file 1 — Supplementary Figs. 1 and 2.

# **Systematic assessment of ISWI subunits shows that NURF creates local accessibility for CTCF**

---

In the format provided by the  
authors and unedited

---

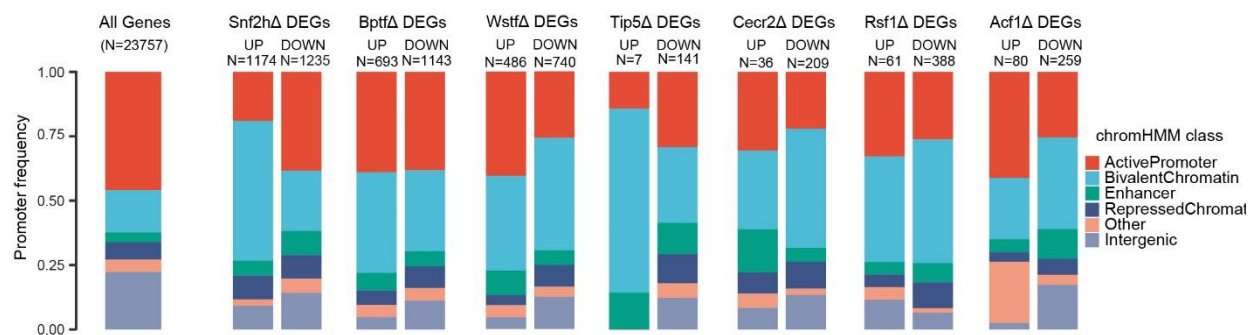

### Supplementary Figure 1. Chromatin states of DEGs promoters

Distribution of chromatin states at promoters of all genes and DEGs for each deletion line, as labeled by chromHMM and split by upregulated and downregulated genes.

**a.**

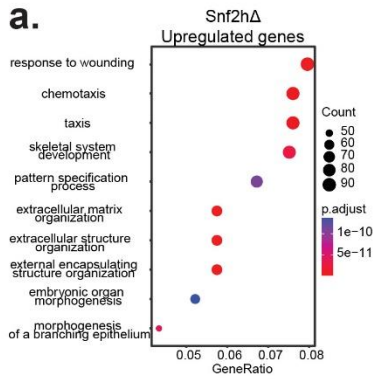

**b.**

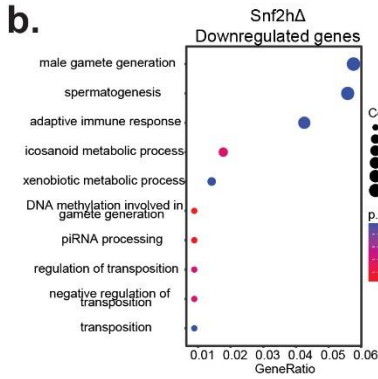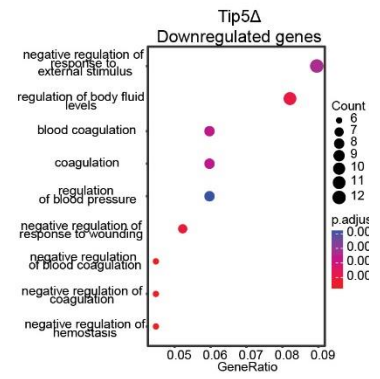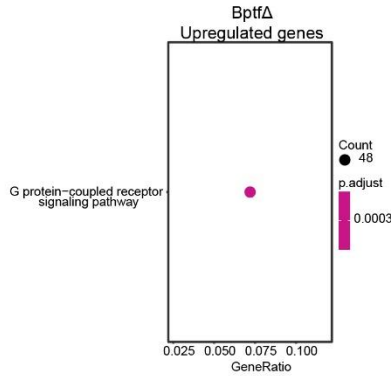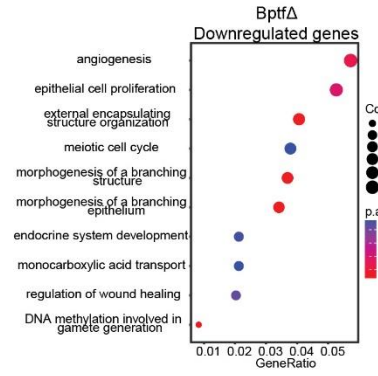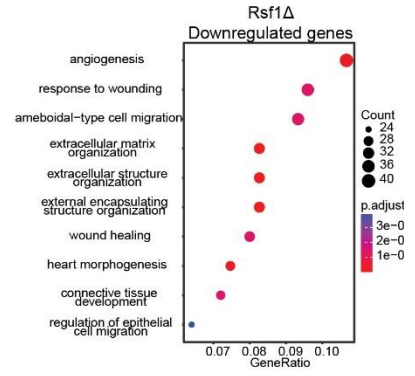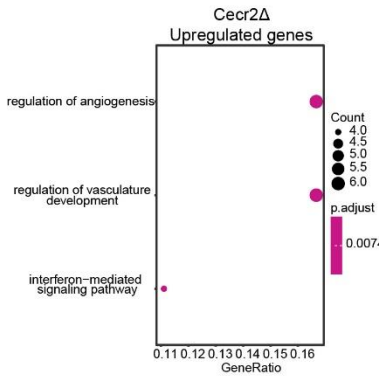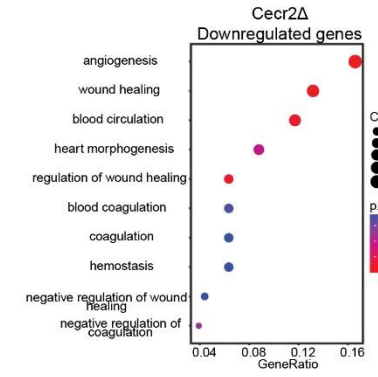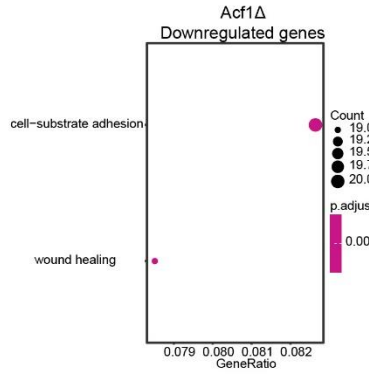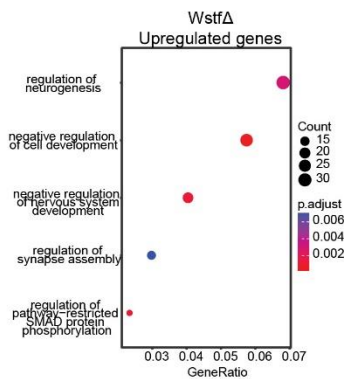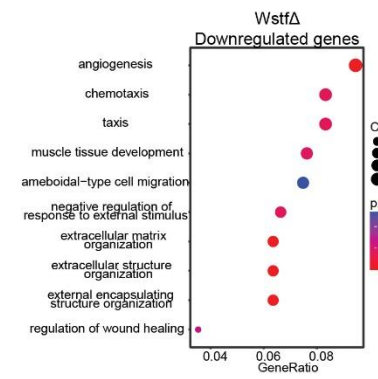

**Supplementary Figure 2. Gene Ontology analysis on differentially expressed genes in ISWI subunit deletions.**

**a.** Gene Ontology (see Methods) terms enriched among the set of upregulated genes of ISWI deletion lines. Adjusted p-value calculated through a one-sided Fisher's exact test with Benjamini-Hochberg multiple testing correction. **b.** Gene Ontology terms enriched among the set of downregulated genes of ISWI deletion lines. Adjusted p-value was calculated as in **a**.

# Supplementary material for: Systematic assessment of ISWI subunits shows that NURF creates local accessibility for CTCF
**Source:** Nat Genet. 2024 May 30;56(6):1203–12. doi: 10.1038/s41588-024-01767-x
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Software used for data collection: For ChIPseq, Illumina RTA 1.18.64 and bcl2fastq2 v2.17 was used for basecalling and demultiplexing. For RNAseq, Illumina RTA 1.18.64 and bcl2fastq2 v2.17 was used for basecalling and demultiplexing samples generated by Illumina HiSeq sequencing. Illumina RTA 3.4.4 and bcl2fastq2 v2.20 was used for basecalling and demultiplexing samples generated by Illumina NovaSeq sequencing. For ATACseq, Illumina RTA 2.4.11 and bcl2fastq2 v2.17 was used for basecalling and demultiplexing samples generated by Illumina NextSeq. Illumina RTA 3.4.4 and bcl2fastq2 v2.20 was used for basecalling and demultiplexing samples generated by Illumina NovaSeq. For MNaseseq, Illumina RTA 2.4.11 and bcl2fastq2 v2.17 was used for basecalling and demultiplexing samples generated by Illumina NextSeq. Illumina RTA 3.4.4 and bcl2fastq2 v2.20 was used for basecalling and demultiplexing samples generated by Illumina NovaSeq sequencing. For CUT&RUN, Illumina RTA 2.4.11 and bcl2fastq2 v2.17 was used for basecalling and demultiplexing. Protein identification and relative quantification was performed with MaxQuant v.1.5.3.8. |
| Data analysis   | When required adaptor removal for genomic experiments was performed using cutadapt_2.5. Data analysis for genomic experiments was performed using R 4.3.0 and R/Bioconductor packages: BSgenome.Mmusculus.UCSC.mm10_1.4.0, TxDb.Mmusculus.UCSC.mm10.knownGene 3.10.0, QuasR_1.40.1, RBowtie_1.40.0, ComplexHeatmap_2.12.0., clusterProfiler 4.8.1, edgeR 3.40.2, MACS2_2.2.7.1, swissknife 0.40, ggseqlogo_1.0, Keras_2.2.5.0, TensorFlow_2.0.0, JASPAR2022 0.99.7, monaLisa 1.6.0. For proteomics experiments protein identification and relative quantification was performed using MaxQuant_1.5.3.8, limma_3.56.2 was used for statistics. For Hi-C experiments, data analysis was performed using Python 3.9.7 and packages: BWA 0.7.17, cooler 0.9.0, cooltools 0.6.1, mustache 1.3.2, coolpup.py 1.1.0.                                                                                                                                                                                                                                                                                                                                                                   |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Next-generation sequencing data generated in this study are available at Gene Expression Omnibus (GEO, <https://www.ncbi.nlm.nih.gov/geo/>) with accession no. GSE234295 and GSE250229. The following public datasets were obtained from GEO: histone marks ChIP-seq: H3K27me3: (GSE30203, samples GSM747539 to GSM747541) (ref. 75), H3K4me1: (GSE30203, sample GSM747542) (ref.75), H3K27ac: (GSE67867, samples GSM1891651 and GSM1891652) (ref.76), H3K36me3: (GSE33252, samples GSM801982 and GSM801983) (ref. 77); Hi-C CTCF-AID-UNT and CTCF-AUX-48h (GSE98671, samples GSM2644945 to GSM2644948) (ref.30); ChIP-seq CTCF-AID-UNT and CTCF-AUX-48h (GSE98671, samples GSM2609185 and GSM2609186) (ref. 30); SNF2H knockout: (GSE112136 Hi-C samples GSM3331341 to GSM3331344, MNase samples GSM3058339 to GSM3058342, RNA-seq samples GSM3058347 to GSM3058359, ChIP-seq samples GSM3058327 and GSM3058328) (ref.14). The UCSC annotation of known genes for mm10 was obtained through the Bioconductor annotation package TxDb.Mmusculus.UCSC.mm10.knownGene (10.18129/B9.bioc.TxDb.Mmusculus.UCSC.mm10.knownGene). The Jaspas2022 (ref.56) motif database used in this study can be accessed online (<https://jaspas2022.genereg.net/>). The mass spectrometry proteomics data generated in this study have been deposited to the ProteomeXchange Consortium via the PRIDE78 partner repository with the dataset identifier PXD042945. Source data are provided with this paper.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |     |
|--------------------------------------------------------------------|-----|
| Reporting on sex and gender                                        | n/a |
| Reporting on race, ethnicity, or other socially relevant groupings | n/a |
| Population characteristics                                         | n/a |
| Recruitment                                                        | n/a |
| Ethics oversight                                                   | n/a |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                       |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical method was used to pre-determine sample size. All experiment were performed in at least 2 independent replicates in line with accepted practice in the genomics field. |
| Data exclusions | No data was excluded.                                                                                                                                                                 |
| Replication     | All experiments were performed in 2-4 biological replicates as indicated in the manuscript. All attempts at replication were successful.                                              |
| Randomization   | The study conditions did not require randomization as this study design is not affected by the order of recording for experimental data.                                              |
| Blinding        | The study conditions did not require blinding as this study design is not affected by the observer carrying out the experiments.                                                      |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

| n/a                                 | Involved in the study                                     |
|-------------------------------------|-----------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                           |

## Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

### Antibodies used

Snf2h-ab72499-Abcam, Snf2h-ab3749-Abcam, Snf2l-D4Q7V-CellSignaling, CTCF-C-20X-Santa Cruz, CTCF-ab128873-Abcam, Rad21-ab992-Abcam, Rad21-154769-Abcam, Wapl-16370-1-AP-Proteintech, IgG-M7023\_Sigma Aldrich, Acf1-A301-318A-Bethyl Laboratories, Cecr2-LSC-496852-LSBio, Wstf-ab51256-Abcam, Tip5-C15310090-Diagenode, Bptf-ABE24-Millipore, Rsf1-ab109002-Abcam, LaminB-ab16048-Abcam.

### Validation

all antibodies were validated by the manufacturer.  
 ab72499 <https://www.abcam.com/products/primary-antibodies/snf2h-antibody-ab72499.html>  
 D4Q7V <https://www.cellsignal.com/products/primary-antibodies/smarca1-d4q7v-rabbit-mab/12483>  
 ab3749 <https://www.abcam.com/products/primary-antibodies/snf2h-antibody-chip-grade-ab3749.html>  
 C-20X <https://www.scbt.com/p/ctcf-antibody-c-20>  
 ab128873 <https://www.abcam.com/products/primary-antibodies/ctcf-antibody-epr7314b-chip-grade-ab128873.html>  
 ab992 <https://www.abcam.com/products/primary-antibodies/rad21-antibody-ab992.html>  
 ab154769 <https://www.abcam.com/products/primary-antibodies/rad21-antibody-ab154769.html>  
 16370-1-AP <https://www.thermofisher.com/antibody/product/WAPL-WAPAL-Antibody-Polyclonal/16370-1-AP>  
 M7023 <https://www.sigmaaldrich.com/CH/en/product/sigma/m7023>  
 A301-318A <https://www.thermofisher.com/antibody/product/ACF1-BAZ1A-Antibody-Polyclonal/A301-318A>  
 LSC-496852 <https://www.lsbio.com/antibodies/cecr2-antibody-wb-western-ls-c496852/510169>  
 ab51256 <https://www.abcam.com/products/primary-antibodies/wstf-antibody-ep1704y-ab51256.html>  
 C15310090 <https://www.diagenode.com/en/p/tip-5-polyclonal-antibody-classic-100-ul>  
 ABE24 [https://www.merckmillipore.com/CH/de/product/Anti-BPTF-Antibody,MM\\_NF-ABE24](https://www.merckmillipore.com/CH/de/product/Anti-BPTF-Antibody,MM_NF-ABE24)  
 ab109002 <https://www.abcam.com/products/primary-antibodies/rsf1-antibody-epr37492-ab109002.html>  
 ab16048 <https://www.abcam.com/products/primary-antibodies/lamin-b1-antibody-nuclear-envelope-marker-ab16048.html>

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

### Cell line source(s)

Mouse ES cell line of 129S6/SvEvTac background was originally obtained from Miriam Bibel and is described in PMID 17546008. Snf2hΔ line was generated in this background and is described in PMID 30996347. The new lines generated in this study namely Acf1Δ, Rsf1Δ, Tip5Δ, Cecr2Δ, WstfΔ, BptfΔ and Snf2lΔ were generated in the same background and are available upon request.

### Authentication

Genotype of cell lines was tested at the level of DNA sequence and protein.

### Mycoplasma contamination

Cell lines tested negative for Mycoplasma.

### Commonly misidentified lines (See [ICLAC](#) register)

No commonly misidentified cell lines were used.

## Plants

### Seed stocks

/

### Novel plant genotypes

/

### Authentication

/

## Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☐ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

## Data access links

*May remain private before publication.*

<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE234295> (SuperSeries - all data)  
<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE234273> (ChIP-seq data)

<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE250229> (SuperSeries all data)  
<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE250226> (ChIP-seq)

## Files in database submission

For each ChIP-seq sample, the GEO entry contains two files: the rawdata (fastq format) and a file with alignment density per 100 bp in the mouse mm10 genome (wig file).

fastq files:

CTCF\_input\_BPTFko\_rep1\_1.fastq.gz  
 CTCF\_input\_BPTFko\_rep2\_1.fastq.gz  
 CTCF\_input\_BPTFko\_rep3\_1.fastq.gz  
 CTCF\_input\_BPTFko\_rep3\_2.fastq.gz  
 CTCF\_input\_BPTFko\_rep4\_1.fastq.gz  
 CTCF\_input\_BPTFko\_rep4\_2.fastq.gz  
 CTCF\_input\_wt\_rep1\_1.fastq.gz  
 CTCF\_input\_wt\_rep2\_1.fastq.gz  
 CTCF\_input\_wt\_rep3\_1.fastq.gz  
 CTCF\_input\_wt\_rep3\_2.fastq.gz  
 CTCF\_input\_wt\_rep4\_1.fastq.gz  
 CTCF\_input\_wt\_rep4\_2.fastq.gz  
 CTCF\_IP\_BPTFko\_rep1\_1.fastq.gz  
 CTCF\_IP\_BPTFko\_rep2\_1.fastq.gz  
 CTCF\_IP\_BPTFko\_rep3\_1.fastq.gz  
 CTCF\_IP\_BPTFko\_rep3\_2.fastq.gz  
 CTCF\_IP\_BPTFko\_rep4\_1.fastq.gz  
 CTCF\_IP\_BPTFko\_rep4\_2.fastq.gz  
 CTCF\_IP\_wt\_rep1\_1.fastq.gz  
 CTCF\_IP\_wt\_rep2\_1.fastq.gz  
 CTCF\_IP\_wt\_rep3\_1.fastq.gz  
 CTCF\_IP\_wt\_rep3\_2.fastq.gz  
 CTCF\_IP\_wt\_rep4\_1.fastq.gz  
 CTCF\_IP\_wt\_rep4\_2.fastq.gz  
 Rad21\_input\_BPTFko\_rep1\_1.fastq.gz  
 Rad21\_input\_BPTFko\_rep1\_2.fastq.gz  
 Rad21\_input\_BPTFko\_rep2\_1.fastq.gz  
 Rad21\_input\_BPTFko\_rep2\_2.fastq.gz  
 Rad21\_input\_BPTFko\_rep3\_1.fastq.gz  
 Rad21\_input\_BPTFko\_rep3\_2.fastq.gz  
 Rad21\_input\_wt\_rep1\_1.fastq.gz  
 Rad21\_input\_wt\_rep1\_2.fastq.gz  
 Rad21\_input\_wt\_rep2\_1.fastq.gz  
 Rad21\_input\_wt\_rep2\_2.fastq.gz  
 Rad21\_input\_wt\_rep3\_1.fastq.gz  
 Rad21\_input\_wt\_rep3\_2.fastq.gz  
 Rad21\_IP\_BPTFko\_rep1\_1.fastq.gz  
 Rad21\_IP\_BPTFko\_rep1\_2.fastq.gz  
 Rad21\_IP\_BPTFko\_rep2\_1.fastq.gz  
 Rad21\_IP\_BPTFko\_rep2\_2.fastq.gz  
 Rad21\_IP\_BPTFko\_rep3\_1.fastq.gz  
 Rad21\_IP\_BPTFko\_rep3\_2.fastq.gz  
 Rad21\_IP\_wt\_rep1\_1.fastq.gz  
 Rad21\_IP\_wt\_rep1\_2.fastq.gz  
 Rad21\_IP\_wt\_rep2\_1.fastq.gz  
 Rad21\_IP\_wt\_rep2\_2.fastq.gz  
 Rad21\_IP\_wt\_rep3\_1.fastq.gz  
 Rad21\_IP\_wt\_rep3\_2.fastq.gz  
 Wapl\_IP\_BPTFko\_rep1\_1.fastq.gz  
 Wapl\_IP\_BPTFko\_rep1\_2.fastq.gz  
 Wapl\_IP\_BPTFko\_rep2\_1.fastq.gz  
 Wapl\_IP\_BPTFko\_rep2\_2.fastq.gz  
 Wapl\_IP\_wt\_rep1\_1.fastq.gz  
 Wapl\_IP\_wt\_rep1\_2.fastq.gz  
 Wapl\_IP\_wt\_rep2\_1.fastq.gz

Wapl\_IP\_wt\_rep2\_2.fastq.gz  
 BPTF\_IP\_wt\_rep1\_1\_read1.fastq.gz  
 BPTF\_IP\_wt\_rep2\_1\_read1.fastq.gz  
 BPTF\_IP\_bptf\_ko\_rep1\_1\_read1.fastq.gz  
 BPTF\_IP\_bptf\_ko\_rep2\_1\_read1.fastq.gz  
 BPTF\_input\_wt\_rep1\_1\_read1.fastq.gz  
 BPTF\_input\_wt\_rep2\_1\_read1.fastq.gz  
 BPTF\_input\_BPTFko\_rep1\_1\_read1.fastq.gz  
 BPTF\_input\_BPTFko\_rep2\_1\_read1.fastq.gz  
 BPTF\_IP\_wt\_rep1\_1\_read2.fastq.gz  
 BPTF\_IP\_wt\_rep2\_1\_read2.fastq.gz  
 BPTF\_IP\_bptf\_ko\_rep1\_1\_read2.fastq.gz  
 BPTF\_IP\_bptf\_ko\_rep2\_1\_read2.fastq.gz  
 BPTF\_input\_wt\_rep1\_1\_read2.fastq.gz  
 BPTF\_input\_wt\_rep2\_1\_read2.fastq.gz  
 BPTF\_input\_BPTFko\_rep1\_1\_read2.fastq.gz  
 BPTF\_input\_BPTFko\_rep2\_1\_read2.fastq.gz

Wig files:

CTCF\_input\_BPTFko\_rep1.wig.gz  
 CTCF\_input\_BPTFko\_rep2.wig.gz  
 CTCF\_input\_BPTFko\_rep3.wig.gz  
 CTCF\_input\_BPTFko\_rep4.wig.gz  
 CTCF\_input\_wt\_rep1.wig.gz  
 CTCF\_input\_wt\_rep2.wig.gz  
 CTCF\_input\_wt\_rep3.wig.gz  
 CTCF\_input\_wt\_rep4.wig.gz  
 CTCF\_IP\_BPTFko\_rep1.wig.gz  
 CTCF\_IP\_BPTFko\_rep2.wig.gz  
 CTCF\_IP\_BPTFko\_rep3.wig.gz  
 CTCF\_IP\_BPTFko\_rep4.wig.gz  
 CTCF\_IP\_wt\_rep1.wig.gz  
 CTCF\_IP\_wt\_rep2.wig.gz  
 CTCF\_IP\_wt\_rep3.wig.gz  
 CTCF\_IP\_wt\_rep4.wig.gz  
 Rad21\_input\_BPTFko\_rep1.wig.gz  
 Rad21\_input\_BPTFko\_rep2.wig.gz  
 Rad21\_input\_BPTFko\_rep3.wig.gz  
 Rad21\_input\_wt\_rep1.wig.gz  
 Rad21\_input\_wt\_rep2.wig.gz  
 Rad21\_input\_wt\_rep3.wig.gz  
 Rad21\_IP\_BPTFko\_rep1.wig.gz  
 Rad21\_IP\_BPTFko\_rep2.wig.gz  
 Rad21\_IP\_BPTFko\_rep3.wig.gz  
 Rad21\_IP\_wt\_rep1.wig.gz  
 Rad21\_IP\_wt\_rep2.wig.gz  
 Rad21\_IP\_wt\_rep3.wig.gz  
 Wapl\_IP\_BPTFko\_rep1.wig.gz  
 Wapl\_IP\_BPTFko\_rep2.wig.gz  
 Wapl\_IP\_wt\_rep1.wig.gz  
 Wapl\_IP\_wt\_rep2.wig.gz  
 BPTF\_IP\_wt\_rep1.wig.gz  
 BPTF\_IP\_wt\_rep2.wig.gz  
 BPTF\_IP\_bptf\_ko\_rep1.wig.gz  
 BPTF\_IP\_bptf\_ko\_rep2.wig.gz  
 BPTF\_input\_wt\_rep1.wig.gz  
 BPTF\_input\_wt\_rep2.wig.gz  
 BPTF\_input\_bptf\_ko\_rep1.wig.gz  
 BPTF\_input\_bptf\_ko\_rep2.wig.gz

Genome browser session  
(e.g. [UCSC](#))

The following files can be uploaded to the UCSC genome browser by pasting the following URLs into “Paste URLs or data” in “add custom tracks”.

[http://www.fmi.ch/groupdata/gschub/BPTF/CTCF\\_input\\_BPTFko\\_rep1.bw](http://www.fmi.ch/groupdata/gschub/BPTF/CTCF_input_BPTFko_rep1.bw)  
[http://www.fmi.ch/groupdata/gschub/BPTF/CTCF\\_input\\_BPTFko\\_rep2.bw](http://www.fmi.ch/groupdata/gschub/BPTF/CTCF_input_BPTFko_rep2.bw)  
[http://www.fmi.ch/groupdata/gschub/BPTF/CTCF\\_input\\_BPTFko\\_rep3.bw](http://www.fmi.ch/groupdata/gschub/BPTF/CTCF_input_BPTFko_rep3.bw)  
[http://www.fmi.ch/groupdata/gschub/BPTF/CTCF\\_input\\_BPTFko\\_rep4.bw](http://www.fmi.ch/groupdata/gschub/BPTF/CTCF_input_BPTFko_rep4.bw)  
[http://www.fmi.ch/groupdata/gschub/BPTF/CTCF\\_input\\_wt\\_rep1.bw](http://www.fmi.ch/groupdata/gschub/BPTF/CTCF_input_wt_rep1.bw)  
[http://www.fmi.ch/groupdata/gschub/BPTF/CTCF\\_input\\_wt\\_rep2.bw](http://www.fmi.ch/groupdata/gschub/BPTF/CTCF_input_wt_rep2.bw)  
[http://www.fmi.ch/groupdata/gschub/BPTF/CTCF\\_input\\_wt\\_rep3.bw](http://www.fmi.ch/groupdata/gschub/BPTF/CTCF_input_wt_rep3.bw)  
[http://www.fmi.ch/groupdata/gschub/BPTF/CTCF\\_input\\_wt\\_rep4.bw](http://www.fmi.ch/groupdata/gschub/BPTF/CTCF_input_wt_rep4.bw)  
[http://www.fmi.ch/groupdata/gschub/BPTF/CTCF\\_IP\\_BPTFko\\_rep1.bw](http://www.fmi.ch/groupdata/gschub/BPTF/CTCF_IP_BPTFko_rep1.bw)  
[http://www.fmi.ch/groupdata/gschub/BPTF/CTCF\\_IP\\_BPTFko\\_rep2.bw](http://www.fmi.ch/groupdata/gschub/BPTF/CTCF_IP_BPTFko_rep2.bw)  
[http://www.fmi.ch/groupdata/gschub/BPTF/CTCF\\_IP\\_BPTFko\\_rep3.bw](http://www.fmi.ch/groupdata/gschub/BPTF/CTCF_IP_BPTFko_rep3.bw)  
[http://www.fmi.ch/groupdata/gschub/BPTF/CTCF\\_IP\\_BPTFko\\_rep4.bw](http://www.fmi.ch/groupdata/gschub/BPTF/CTCF_IP_BPTFko_rep4.bw)  
[http://www.fmi.ch/groupdata/gschub/BPTF/CTCF\\_IP\\_wt\\_rep1.bw](http://www.fmi.ch/groupdata/gschub/BPTF/CTCF_IP_wt_rep1.bw)  
[http://www.fmi.ch/groupdata/gschub/BPTF/CTCF\\_IP\\_wt\\_rep2.bw](http://www.fmi.ch/groupdata/gschub/BPTF/CTCF_IP_wt_rep2.bw)  
[http://www.fmi.ch/groupdata/gschub/BPTF/CTCF\\_IP\\_wt\\_rep3.bw](http://www.fmi.ch/groupdata/gschub/BPTF/CTCF_IP_wt_rep3.bw)  
[http://www.fmi.ch/groupdata/gschub/BPTF/CTCF\\_IP\\_wt\\_rep4.bw](http://www.fmi.ch/groupdata/gschub/BPTF/CTCF_IP_wt_rep4.bw)  
[http://www.fmi.ch/groupdata/gschub/BPTF/Rad21\\_input\\_BPTFko\\_rep1.bw](http://www.fmi.ch/groupdata/gschub/BPTF/Rad21_input_BPTFko_rep1.bw)  
[http://www.fmi.ch/groupdata/gschub/BPTF/Rad21\\_input\\_BPTFko\\_rep2.bw](http://www.fmi.ch/groupdata/gschub/BPTF/Rad21_input_BPTFko_rep2.bw)  
[http://www.fmi.ch/groupdata/gschub/BPTF/Rad21\\_input\\_BPTFko\\_rep3.bw](http://www.fmi.ch/groupdata/gschub/BPTF/Rad21_input_BPTFko_rep3.bw)  
[http://www.fmi.ch/groupdata/gschub/BPTF/Rad21\\_input\\_wt\\_rep1.bw](http://www.fmi.ch/groupdata/gschub/BPTF/Rad21_input_wt_rep1.bw)  
[http://www.fmi.ch/groupdata/gschub/BPTF/Rad21\\_input\\_wt\\_rep2.bw](http://www.fmi.ch/groupdata/gschub/BPTF/Rad21_input_wt_rep2.bw)  
[http://www.fmi.ch/groupdata/gschub/BPTF/Rad21\\_input\\_wt\\_rep3.bw](http://www.fmi.ch/groupdata/gschub/BPTF/Rad21_input_wt_rep3.bw)  
[http://www.fmi.ch/groupdata/gschub/BPTF/Rad21\\_IP\\_BPTFko\\_rep1.bw](http://www.fmi.ch/groupdata/gschub/BPTF/Rad21_IP_BPTFko_rep1.bw)  
[http://www.fmi.ch/groupdata/gschub/BPTF/Rad21\\_IP\\_BPTFko\\_rep2.bw](http://www.fmi.ch/groupdata/gschub/BPTF/Rad21_IP_BPTFko_rep2.bw)  
[http://www.fmi.ch/groupdata/gschub/BPTF/Rad21\\_IP\\_BPTFko\\_rep3.bw](http://www.fmi.ch/groupdata/gschub/BPTF/Rad21_IP_BPTFko_rep3.bw)  
[http://www.fmi.ch/groupdata/gschub/BPTF/Rad21\\_IP\\_wt\\_rep1.bw](http://www.fmi.ch/groupdata/gschub/BPTF/Rad21_IP_wt_rep1.bw)  
[http://www.fmi.ch/groupdata/gschub/BPTF/Rad21\\_IP\\_wt\\_rep2.bw](http://www.fmi.ch/groupdata/gschub/BPTF/Rad21_IP_wt_rep2.bw)  
[http://www.fmi.ch/groupdata/gschub/BPTF/Rad21\\_IP\\_wt\\_rep3.bw](http://www.fmi.ch/groupdata/gschub/BPTF/Rad21_IP_wt_rep3.bw)  
[http://www.fmi.ch/groupdata/gschub/BPTF/Wapl\\_IP\\_BPTFko\\_rep1.bw](http://www.fmi.ch/groupdata/gschub/BPTF/Wapl_IP_BPTFko_rep1.bw)  
[http://www.fmi.ch/groupdata/gschub/BPTF/Wapl\\_IP\\_BPTFko\\_rep2.bw](http://www.fmi.ch/groupdata/gschub/BPTF/Wapl_IP_BPTFko_rep2.bw)  
[http://www.fmi.ch/groupdata/gschub/BPTF/Wapl\\_IP\\_wt\\_rep1.bw](http://www.fmi.ch/groupdata/gschub/BPTF/Wapl_IP_wt_rep1.bw)  
[http://www.fmi.ch/groupdata/gschub/BPTF/Wapl\\_IP\\_wt\\_rep2.bw](http://www.fmi.ch/groupdata/gschub/BPTF/Wapl_IP_wt_rep2.bw)  
[http://www.fmi.ch/groupdata/gschub/BPTF/BPTF\\_IP\\_wt\\_rep1.bw](http://www.fmi.ch/groupdata/gschub/BPTF/BPTF_IP_wt_rep1.bw)  
[http://www.fmi.ch/groupdata/gschub/BPTF/BPTF\\_IP\\_wt\\_rep2.bw](http://www.fmi.ch/groupdata/gschub/BPTF/BPTF_IP_wt_rep2.bw)  
[http://www.fmi.ch/groupdata/gschub/BPTF/BPTF\\_IP\\_bptf\\_ko\\_rep1.bw](http://www.fmi.ch/groupdata/gschub/BPTF/BPTF_IP_bptf_ko_rep1.bw)  
[http://www.fmi.ch/groupdata/gschub/BPTF/BPTF\\_IP\\_bptf\\_ko\\_rep2.bw](http://www.fmi.ch/groupdata/gschub/BPTF/BPTF_IP_bptf_ko_rep2.bw)  
[http://www.fmi.ch/groupdata/gschub/BPTF/BPTF\\_input\\_wt\\_rep1.bw](http://www.fmi.ch/groupdata/gschub/BPTF/BPTF_input_wt_rep1.bw)  
[http://www.fmi.ch/groupdata/gschub/BPTF/BPTF\\_input\\_wt\\_rep2.bw](http://www.fmi.ch/groupdata/gschub/BPTF/BPTF_input_wt_rep2.bw)  
[http://www.fmi.ch/groupdata/gschub/BPTF/BPTF\\_input\\_bptf\\_ko\\_rep1.bw](http://www.fmi.ch/groupdata/gschub/BPTF/BPTF_input_bptf_ko_rep1.bw)  
[http://www.fmi.ch/groupdata/gschub/BPTF/BPTF\\_input\\_bptf\\_ko\\_rep2.bw](http://www.fmi.ch/groupdata/gschub/BPTF/BPTF_input_bptf_ko_rep2.bw)

## Methodology

### Replicates

From two to four biological replicates were performed.

### Sequencing depth

| Sample_Name             | Total_reads | Mapped_reads |
|-------------------------|-------------|--------------|
| CTCF_IP_wt_rep1         | 35192624    | 32224764     |
| CTCF_IP_wt_rep2         | 39928904    | 36950512     |
| CTCF_IP_BPTFko_rep1     | 39502118    | 36482367     |
| CTCF_IP_BPTFko_rep2     | 38256394    | 35329755     |
| CTCF_input_wt_rep1      | 34740264    | 32609634     |
| CTCF_input_wt_rep2      | 19397729    | 18238325     |
| CTCF_input_BPTFko_rep1  | 35408279    | 33264992     |
| CTCF_input_BPTFko_rep2  | 20609623    | 19337074     |
| CTCF_IP_wt_rep3         | 41275856    | 38403430     |
| CTCF_IP_wt_rep4         | 37015816    | 34646028     |
| CTCF_IP_BPTFko_rep3     | 40169605    | 36915807     |
| CTCF_IP_BPTFko_rep4     | 38298894    | 35359970     |
| CTCF_input_wt_rep3      | 29157171    | 27482691     |
| CTCF_input_wt_rep4      | 33984356    | 32132314     |
| CTCF_input_BPTFko_rep3  | 26673398    | 25246762     |
| CTCF_input_BPTFko_rep4  | 32079806    | 30329742     |
| Rad21_IP_wt_rep1        | 42831513    | 40228789     |
| Rad21_IP_wt_rep2        | 39772331    | 37385655     |
| Rad21_IP_wt_rep3        | 42121353    | 39523083     |
| Rad21_IP_BPTFko_rep1    | 36729473    | 34371224     |
| Rad21_IP_BPTFko_rep2    | 39770249    | 37327224     |
| Rad21_IP_BPTFko_rep3    | 40226022    | 37740551     |
| Rad21_input_wt_rep1     | 32985598    | 31124741     |
| Rad21_input_wt_rep2     | 32082857    | 30210595     |
| Rad21_input_wt_rep3     | 34328803    | 32405497     |
| Rad21_input_BPTFko_rep1 | 34306857    | 32357374     |

Rad21\_input\_BPTFko\_rep2 37288033 35147322  
 Rad21\_input\_BPTFko\_rep3 35198271 33103882  
 Wapl\_IP\_wt\_rep1 59577081 56016345  
 Wapl\_IP\_wt\_rep2 35996719 33389039  
 Wapl\_IP\_BPTFko\_rep1 51526126 48419132  
 Wapl\_IP\_BPTFko\_rep2 42275419 39736154  
 Bptf\_IP\_wt\_rep1 128961468 92409710  
 Bptf\_IP\_wt\_rep2 113898972 81045910  
 Bptf\_IP\_BPTFko\_rep1 155104492 111819052  
 Bptf\_IP\_BPTFko\_rep2 120492214 90475200  
 Bptf\_input\_wt\_rep1 82182150 69150740  
 Bptf\_input\_wt\_rep2 88491534 73008342  
 Bptf\_input\_BPTFko\_rep1 76505840 63308318  
 Bptf\_input\_BPTFko\_rep2 74983422 63334034

## Antibodies

CTCF-C-20X-Santa Cruz, Rad21-ab992-Abcam, Wapl-16370-1-AP-Proteintech, Bptf- ABE24-Millipore.

## Peak calling parameters

*Specify the command line program and parameters used for read mapping and peak calling, including the ChIP, control and index files used.*

## Data quality

ChIP-seq sample quality was assessed using the following criteria:  
 - technical quality (sufficient sequencing depth and unique-hit mapping rates)  
 - reproducibility between biological replicate samples

## Software

Analysis was performed using R 4.3.0 and R/Bioconductor packages: QuasR 1.40.1.

# Supplementary material for: Systematic assessment of ISWI subunits shows that NURF creates local accessibility for CTCF
**Source:** Nat Genet. 2024 May 30;56(6):1203–12. doi: 10.1038/s41588-024-01767-x

# Unprocessed Western blot images for Extended Data Fig1b

SNF2H

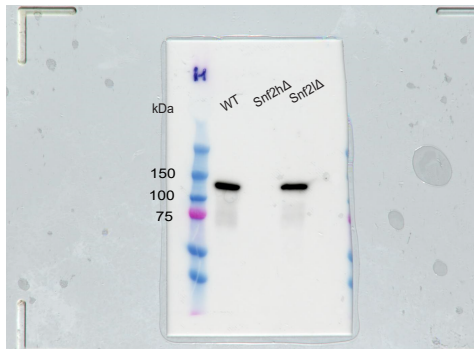

SNF2L

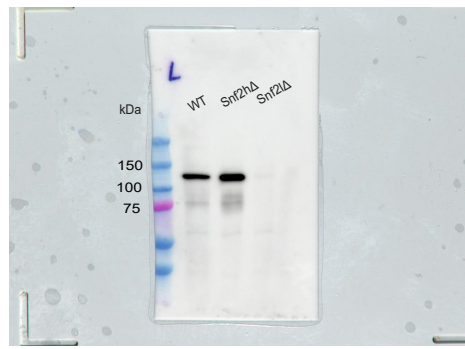

LAMINB (on SNF2H blot)

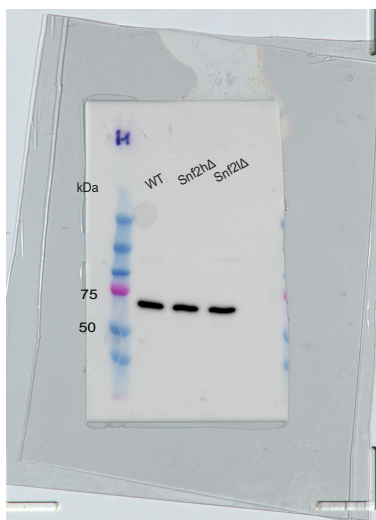

LAMINB (on SNF2L blot)

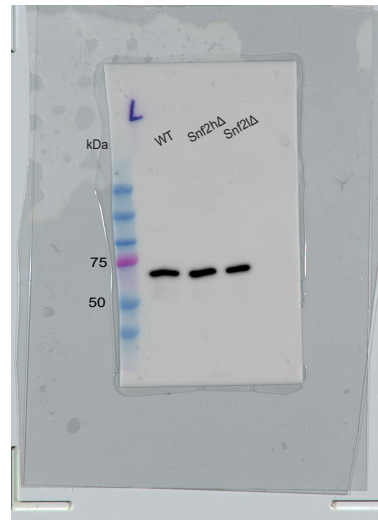

**Supplement:** Supplementary file 6 — Unprocessed western blots.

# Supplementary material for: Systematic assessment of ISWI subunits shows that NURF creates local accessibility for CTCF
**Source:** Nat Genet. 2024 May 30;56(6):1203–12. doi: 10.1038/s41588-024-01767-x

Unprocessed Western blot images for Extended Data Fig2a

ACF1

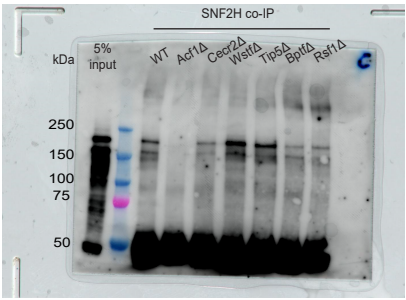

CECR2

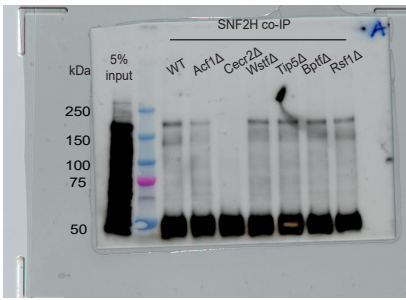

WSTF

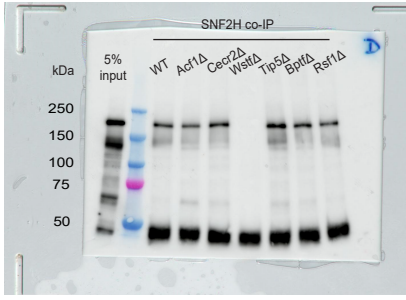

TIP5

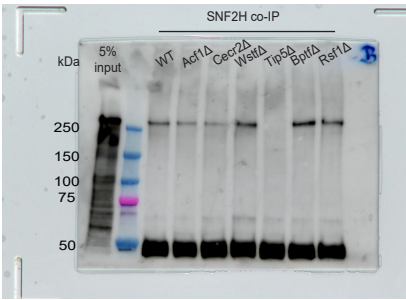

BPTF

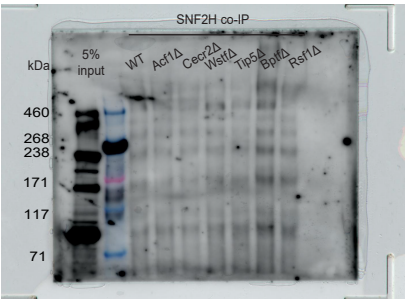

RSF1

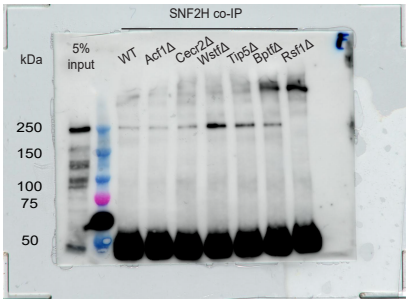

SNF2H (on WSTF blot)

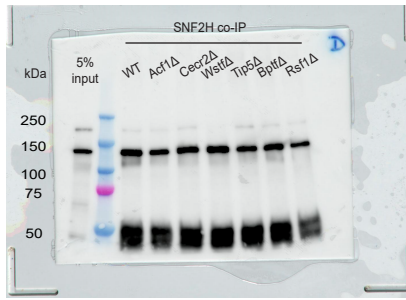

**Supplement:** Supplementary file 7 — Unprocessed western blots.

# Supplementary material for: Systematic assessment of ISWI subunits shows that NURF creates local accessibility for CTCF
**Source:** Nat Genet. 2024 May 30;56(6):1203–12. doi: 10.1038/s41588-024-01767-x

# Unprocessed Western blot images for Extended Data Fig10f

RAD21 (blot on the left)

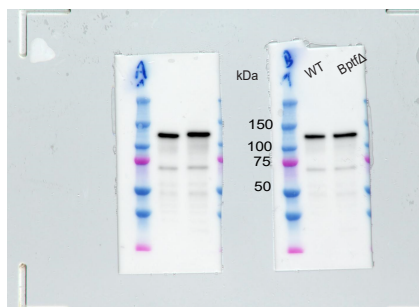

LAMINB (blot on the left)

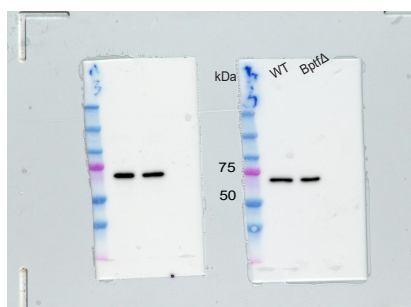

**Supplement:** Supplementary file 8 — Unprocessed western blots.

How the deposited data were processed for this re-analysis (not part of the article)

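RNA was measured by sequencing in 24 libraries of mESCs: 11 of WT cells, 2 each of Rsf1Δ, Tip5Δ, Acf1Δ, WstfΔ and BptfΔ, and 3 labelled Cecr2Δ, in 5 batches that each hold their own WT libraries. The authors aligned the reads to the mouse genome mm10 with QuasR in spliced mode, counted them per gene of the UCSC knownGene annotation and deposited raw counts without normalization, in 1 table of 24594 genes. The same deposited table gives each gene a width in bases, which the authors made from the annotation and which was used here only for the ratio of Smarca5 to Smarca1. Gene IDs were joined to a RefSeq annotation of GRCm38, which held 24570 of the 24594 IDs and gave symbols and coordinates. How reads matching several places, overlapping genes or either strand were counted is not named in the paper's text, so genes with near-identical copies, overlapping genes and antisense genes are uncertain.

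Group and batch were taken from the sample labels. Numbers that pair libraries within a batch also come from the labels only, and whether same-numbered libraries deviate together was checked. From the counts, R 4.3.3 with edgeR 4.0.16 computed everything else. Genes were filtered with filterByExpr by genotype, which left 15682 genes, library sizes were scaled with TMM factors, dispersions were estimated, and the quasi-likelihood model (legacy form, the default of the authors' version of edgeR) had terms for batch and genotype over all 24 libraries. Each line was compared with the WT libraries of its batch. P-values were adjusted with the Benjamini-Hochberg method over the genes tested. DEGs had an absolute log2 fold change over 1 and an adjusted p under 0.01. Standard errors are the absolute log2 fold change divided by the square root of the F statistic. Replicate libraries were compared over genes with at least 20 summed counts. K-means used 4 clusters and 25 starts. Runs of neighbouring genes were sought among genes with a log2 CPM of at least 3, with 1000 shuffles of gene order and at least 10 genes per run, and gene lists were set against 10000 random lists matched on expression. The minimum of 10 genes was set after a test on simulated data had shown short chance runs.

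Total counts per library were between 13.4 and 36.7 M (mega) with a median of 25.0 M. A group whose libraries all have at most 3 counts gives a lower bound of a fold change, stated as "at least". The steps were tested on simulated data with known answers. Of 200 genes simulated with a log2 fold change of 2, 192 (96.0%) were called in Tip5Δ and 196 (98.0%) in the libraries labelled Cecr2Δ, with 0 false calls among 15512 genes in any of the 6 lines. Each line was simulated from the mean of the WT libraries of its batch, with a dispersion of 0.01 for every gene. The simulation held no variation between clones or cultures, so it does not show how many DEGs such variation would give. In a simulated run of 30 lost genes all 30 were found, with 0 other genes in the run and 0 runs in the other 5 lines.

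Most genes named in the text were set by a rule: the 6 targeted genes, Smarca5, Smarca1, Ctcf, the 9 cohesin genes and regulators, the 6 pluripotency genes, Xist, Ddx3y, Eif2s3y, Kdm5d, Uty, H19, Meg3 and Rian, and for each line at most the 3 DEGs with the largest increase and the 3 with the largest decrease in which every library of the line lay beyond every WT library of its batch and the mean was at least 10 counts. Genes such as Igf2, Ddx3x, Eif2s3x, Kdm6a and Uba1 were named outside this rule, for tests of single explanations. This rule, the design, the comparisons and most alternatives were set before the data were examined. The alternatives tried were edgeR's newer quasi-likelihood fit, DESeq2 1.42.0, library size only in place of TMM, 3 other filters, each line with only its own WT libraries, a model without batch, the replicate number as a block, a test against a 2-fold change (glmTreat), no fold-change minimum, leaving out each replicate, other numbers of clusters, all expressed genes for correlations, and other settings of the ratio of Smarca5 to Smarca1. Alternatives that exclude DEGs within the range of all 11 WT libraries or the genes of 1 chromosome segment, and those for chromosome-wide medians and for genes of clonal state, were chosen after seeing the data.

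Only the RNA-seq counts were analysed. Accessibility, binding, methylation and contact data and the Snf2hΔ RNA-seq were not used here, and gene ontology and chromatin states were not tested because the box holds no such annotation.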

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

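The tests in this part were chosen after the results were seen; for the variation of imprinted genes between WT batches and for the corrections of Nanog, Klf4, Esrrb, Xist, Meg3 and Rian for GC content, what each outcome would mean was written before the test's own value was seen. Differences between 2 lines were tested in the model itself over 435 contrasts, with Benjamini-Hochberg adjustment of edgeR's quasi-likelihood test. No group held 4 to 10 libraries, so single libraries far from the others were not sought by that rule.

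In a pattern along the chromosomes that the paper does not report, runs of neighbouring genes on chromosome 6 had lower mRNA in Rsf1Δ (27 genes, median log2 fold change -0.97) and in BptfΔ (116 genes, median -0.83). Loss of 1 copy of a segment predicts a median near -1 for genes inside a run that were left out when the run was found, and these had -0.94 in Rsf1Δ and -0.82 in BptfΔ. The other genes of chromosome 6 had medians of 0.033 and 0.047, against a shift from normalization. The segment's genes in the WT libraries of the batch lay at 0.13 and -0.012 against other WT batches, correction for GC content and gene length left -0.95 and -0.85, and the library with the smaller change still had -0.93 and -0.80. Of left-out genes, at least 100% in Rsf1Δ and 92.6% in BptfΔ fell, against changes of single neighbours. The scan also found runs of 10 to 22 genes with lower mRNA, on chromosomes 4 (median -1.15), X (-1.32) and 7 (-0.97) in BptfΔ and on chromosome 4 in WstfΔ (-0.81), and in WT batches A (-0.72, histone genes) and C (-0.74, protocadherin genes). A run with such a median is therefore not evidence of a copy loss by itself. Runs with higher mRNA were found as well, among them 8 in WT batch D. One of these held 46 genes on chromosome 8 (median 0.37), so long runs also occur among WT libraries. A copy loss on chromosome 6 in each line may still be a candidate explanation. DNA was not analysed here, the Rsf1Δ run lies inside the BptfΔ one, and this remains a hypothesis.

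Y-linked transcripts were missing from some lines. The highest Y-linked gene with at least 10 counts in WT was at 0.0626% of WT in Rsf1Δ, 15.5% in the libraries labelled Cecr2Δ and 23.3% in BptfΔ, the last 2 values for Uba1y. Uba1y was at 0 counts in Rsf1Δ and WstfΔ, so reads of its paralog Uba1 were not counted for it there. Eif2s3y differed between Rsf1Δ and Tip5Δ by a log2 difference of -13.97, Ddx3y between BptfΔ and Acf1Δ by -10.82 and Uty between BptfΔ and Acf1Δ by -13.43. With libraries at or under 3 counts, these estimates are not measured folds: against WT, Eif2s3y was at least 517-fold lower in Rsf1Δ, and Ddx3y at least 521-fold and Uty at least 261-fold lower in BptfΔ. Reads moved to the X-linked copies would raise them. Their largest absolute log2 fold change in these 3 lines was 0.25, a decrease of Ddx3x in BptfΔ. Ddx3x is too highly expressed for this to test the reads of Ddx3y, but Eif2s3x, at 137 normalized CPM in WT of batch A against 66.6 for Eif2s3y, did not rise, with log2 fold changes of -0.06 in Rsf1Δ, -0.0043 in the libraries labelled Cecr2Δ and -0.13 in BptfΔ. Kdm6a, the X-linked copy of Uty, rose by 0.20 in the libraries labelled Cecr2Δ (edgeR adjusted p = 0.0338), so that reads of Uty moved to it are not ruled out there. A second X chromosome would raise X-linked genes, and their highest median log2 fold change was -0.024. At least 1556 Ddx3y counts were expected at the WT level, so depth does not explain the absence. Loss of the Y chromosome may explain Rsf1Δ. For BptfΔ and the libraries labelled Cecr2Δ the test leaves it open, since Uba1y was lowered less than the other genes. The share for Uba1y rests on few counts. Its means were 5.5 in BptfΔ and 7.67 in the libraries labelled Cecr2Δ, against 25 and 48 in their WT libraries. Uty, Ddx3y and Eif2s3y, with far more counts in WT, were at most at 0.931% of WT in BptfΔ and at 0.229% in the libraries labelled Cecr2Δ. In other lines Y-linked genes were lowered unevenly. In Tip5Δ, Ddx3y was at 1.87% of WT, Uba1y at 38.2%, Uty at 42.2% and Eif2s3y at 121%. In WstfΔ, Uba1y was at 0 counts, Uty at 56.9%, Eif2s3y at 61.3% and Ddx3y at 82.2%. Kdm5d had 53 counts over the 11 WT libraries and 0 over the 13 libraries of all 6 lines. Loss of the whole chromosome does not account for these.

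H19 fell in several lines and not in others, with a log2 difference of -10.73 between BptfΔ and Tip5Δ. In BptfΔ both libraries were at or under 3 counts and H19 was at least 562-fold lower than in WT. The lowest WT batch had a mean of 94.8 normalized CPM, so WT batches do not reach such levels. A list of 25 imprinted genes changed more than 100% of matched random lists in Acf1Δ, WstfΔ and BptfΔ, and more than 99.95% to 100% of them in the other 3 lines, including Tip5Δ and the libraries labelled Cecr2Δ, in which H19 did not fall. By direction the lines differed: the list's median log2 fold change was -0.22 in Acf1Δ, -0.74 in WstfΔ and -0.62 in BptfΔ (percentiles 0.69, 0 and 0 among random lists), and 0.022 in Rsf1Δ, 0.11 in Tip5Δ and -0.0054 in the libraries labelled Cecr2Δ (percentiles 51.2, 97.8 and 43.2). It also varied more between WT batches than 100% of matched lists, with a median range of 1.13 against 0.680 for all genes on the log2 scale. Igf2, which would rise if the maternal locus took the paternal pattern, had at most a log2 fold change of -1.45 in Acf1Δ, WstfΔ and BptfΔ. Imprinted genes thus vary between cultures without a deletion, but none of the 11 WT libraries approaches the H19 level of Acf1Δ, WstfΔ or BptfΔ. H19 also fell in Rsf1Δ, from 190 ± 1.07 to 41.0 ± 2.02 normalized CPM (SD, n = 2 each, log2 fold change -2.22, edgeR adjusted p = 4.12e-18). Both Rsf1Δ libraries were below the lowest WT library (94.3), although the list's median did not fall in that line. Whether the loss of H19 arose in a clone or follows from a deletion was not tested.

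Meg3 differed between WstfΔ and Acf1Δ by -1.75 and Rian by -1.51 on the log2 scale. The highest WstfΔ library was at 1.16 times the lowest of the 11 WT libraries for Meg3 and at 0.894 times for Rian, and only the WT libraries of batch C, at 68.0 and 72.1 normalized CPM, reached the Meg3 level of WstfΔ (67.9 and 78.7). All other WT libraries had at least 90.9, and those of batch A, the batch of WstfΔ, had 140.3 and 176.6. At least 104.9% of the log2 fold change was left after correction for GC content and length, for which Rian had no value, and at least 99.6% with library size only. Every WstfΔ library was thus below all WT libraries for Rian. The decrease of Meg3 was found within batch A (log2 fold change -1.11, edgeR adjusted p = 2.63e-06), and an effect shared by a batch cannot produce it. The BptfΔ libraries, also of batch C, were as low as its WT libraries, at 63.6 and 66.1 normalized CPM. Batch C holds RNAs without a poly(A) tail that batch A hardly holds. Its Meg3 level therefore cannot show whether WT cultures reach the level of WstfΔ, and variation between cultures is left open.

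The changes of Nanog, Klf4, Esrrb and Xist differed between lines, by -1.14 for Nanog (Acf1Δ minus BptfΔ), -1.51 for Klf4 (Tip5Δ minus WstfΔ), -1.32 for Esrrb (Tip5Δ minus BptfΔ) and -1.07 for Xist (libraries labelled Cecr2Δ minus Rsf1Δ) on the log2 scale. The lowest BptfΔ library was at 1.38 times the highest of the 11 WT libraries for Nanog and at 1.19 times for Esrrb, and the lowest WstfΔ library at 1.19 times for Klf4. Xist had a log2 fold change of -0.65 in the libraries labelled Cecr2Δ against the WT libraries of their batch (edgeR adjusted p = 0.00445), but the highest of these libraries (7.47 normalized CPM) was above the lowest WT library of the batch (7.41) and at 1.48 times the lowest of all 11 WT libraries, which leaves variation between WT libraries open. At least 86.8% of each log2 fold change was left after correction for GC content and length, and at least 98.3% with library size only. A response to the deletion may explain the first 3, but Nanog has processed pseudogenes, and effects of the clone were not tested.

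Cecr2, Baz1a and Smarca1 mRNA fell in BptfΔ, with log2 differences from other lines of -1.74 for Cecr2 (against WstfΔ), -1.84 for Baz1a (against Tip5Δ) and -1.83 for Smarca1 (against Acf1Δ). For 3 of the 3 genes every BptfΔ library was below all 11 WT libraries, against a difference between WT batches. Baz1a also fell in other lines, with log2 fold changes of -1.72 in Acf1Δ, where it was targeted, -0.83 in WstfΔ, -0.64 in Rsf1Δ and -0.47 in the libraries labelled Cecr2Δ, and Smarca1 had -0.45 in WstfΔ. The smallest decrease in BptfΔ was -1.44 after correction for GC content and length and -1.54 with library size only. The decreases of Cecr2 and Smarca1 may follow from loss of Bptf, although other differences of the clone were not tested, and that of Baz1a is not particular to BptfΔ.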

How the results depend on the processing

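The settings for chromosome 6, for chromosome-wide medians and for the range of all 11 WT libraries were chosen after seeing the data, and the others beforehand. Of the values that answer a comparison, 107 kept their direction and their side of the threshold or stayed within their spread over the alternatives, 40 moved and 1 reversed. Of values for single genes and other counts, 646 stayed, 33 moved, 4 no longer passed the thresholds and 20 reversed. Except for the 8 reversals explained below, the cause was not tested.

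Total counts of DEGs per line stayed within 1.5 times under DESeq2, library size only, the newer quasi-likelihood fit, the other filters, each line with only its own WT libraries and the replicate block. DESeq2 called at least 86.96% of the same genes in each line. Without a batch term there were 134 DEGs in Rsf1Δ, 159 in Tip5Δ, 153 in Acf1Δ and 500 in WstfΔ, and 113 of those in Rsf1Δ were among its 927. In the test against a 2-fold change (glmTreat) there were 268 in Rsf1Δ, 158 in Tip5Δ, 146 in the libraries labelled Cecr2Δ, 115 in Acf1Δ, 615 in WstfΔ and 999 in BptfΔ, and the DEGs of BptfΔ found in no other line were 616. Without a fold-change minimum there were 3225, 1423, 2878, 4985, 5444 and 6523 genes in the same order. Counting only DEGs beyond all 11 WT libraries left 410 in Rsf1Δ and 371 in Acf1Δ. With the replicate number as a block there were between 385 (Tip5Δ) and 2093 (BptfΔ) DEGs.

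Across the fits that each left out 1 library, genes with an estimated change over 2-fold numbered from 1621 to 1718 in Rsf1Δ (1512 with all libraries), 1093 to 1190 in Tip5Δ (980), 912 to 933 in the libraries labelled Cecr2Δ (849), 1368 to 1578 in Acf1Δ (1291), 2502 to 2639 in WstfΔ (2503) and 3091 to 3146 in BptfΔ (3034). DEGs in the libraries labelled Cecr2Δ numbered from 425 to 471.

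The log2 ratio of Smarca5 to Smarca1 was 3.15 without gene length, 2.47 in batch A and 3.22 in batch E. Across all expressed genes in place of DEGs, the correlations of log2 fold changes were, for Rsf1Δ, 0.281 with Tip5Δ, 0.357 with libraries labelled Cecr2Δ, 0.347 with Acf1Δ, 0.507 with WstfΔ and 0.353 with BptfΔ; for Tip5Δ, 0.307 with libraries labelled Cecr2Δ, 0.127 with Acf1Δ, 0.262 with WstfΔ and 0.3145 with BptfΔ. For libraries labelled Cecr2Δ they were 0.322 with WstfΔ, 0.235 with BptfΔ and, with the sign reversed, 0.0116 with Acf1Δ. They were 0.172 for Acf1Δ and WstfΔ, 0.1795 for Acf1Δ and BptfΔ and 0.540 for WstfΔ and BptfΔ. With separate WT libraries and differences of log2 CPM in place of the model's log2 fold changes, Rsf1Δ and WstfΔ had 0.582 and 0.608 across DEGs. Across all expressed genes they had 0.451 and 0.472. With library size only, the chromosome 6 median of BptfΔ was -0.18 and that of its chromosome 6 segment -0.84.

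The log2 fold changes of these genes reversed. In BptfΔ, Smc1a was at -0.0076 with DESeq2, -0.013 with library size only, -0.021 with at least 10 counts in every library and -0.025 with its own WT libraries only. Stag1 was at -0.0012, -0.0092 and -0.013 with library size only, at least 10 counts and its own WT libraries only. Nanog in Tip5Δ was at -0.031 with library size only. These 8 values follow the shift of the median of all genes under the same settings, -0.011, -0.017, -0.025 and -0.028 in BptfΔ and -0.043 in Tip5Δ, and say nothing about the single genes. Without batch, in BptfΔ Smc1a was at -0.11, Stag2 was at 0.019, Pds5a at 0.24, Pds5b at -0.58, Pou5f1 at -0.084 and Sox2 at -0.042; Pou5f1 was at 0.31 in libraries labelled Cecr2Δ, Sox2 at 0.033 and Esrrb at 0.27 in Acf1Δ, Nanog at -0.068 and Esrrb at 0.080 in Tip5Δ, and Esrrb at -0.16 in Rsf1Δ.

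Depth limits the lowest values. A level of 3 counts was between 0.0837 and 0.2195 normalized CPM, and folds against groups at or under it are lower bounds.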

Differences from the paper's values

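The paper gives 449 DEGs for Rsf1Δ, 148 for Tip5Δ, 245 for Cecr2Δ and 339 for Acf1Δ, against 927, 426, 488 and 698 here. For Rsf1Δ there were 102 increased and 825 decreased DEGs, against the paper's about 61 and about 390 (Fig. 1c, read by eye). For Tip5Δ there were 13 increased and 413 decreased DEGs, against the paper's about 7 and about 140 (Fig. 1c, read by eye). For the libraries labelled Cecr2Δ there were 123 increased and 365 decreased DEGs, against the paper's about 36 and about 210 (Fig. 1c, read by eye). For Acf1Δ there were 178 increased and 520 decreased DEGs, against the paper's about 80 and about 260 (Fig. 1c, read by eye).

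Among the alternatives set before the data were examined, the total for Tip5Δ was within 1.5 times the paper's in a model without batch (159) and in the test against a 2-fold change (158), and so were its decreased DEGs (144 and 158). The decreased DEGs in the libraries labelled Cecr2Δ came within 1.5 times the paper's in the fit of only the line and its own WT libraries (302). None of the alternatives set before the data were examined closed the gap for the totals of Rsf1Δ, Cecr2Δ and Acf1Δ, for the increased DEGs of all 4 lines or for the decreased DEGs of Rsf1Δ and Acf1Δ. Of alternatives chosen after seeing the values, counting only DEGs beyond all 11 WT libraries gave 410 for Rsf1Δ, 358 for the libraries labelled Cecr2Δ and 371 for Acf1Δ, each within 1.5 times the paper's total, and 287 for Tip5Δ, which is not.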

Other observations

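Except for the tests of genomic DNA and of genes counted only in batch C, whose possible outcomes were written down before their values were seen, the tests in this part were chosen after the results were seen.

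Libraries of batch C, WT and BptfΔ, hold RNAs without a poly(A) tail, chosen after their values were seen. The summed histone genes were at 4438 to 6244 CPM in batch C and 20.3 to 43.8 CPM in the 20 other libraries, and 56 of 57 histone genes were higher. Over 5 small RNAs without a poly(A) tail, the lowest library of batch C exceeded the highest other library by a log2 ratio of at least 6.61. Genomic DNA would raise olfactory receptor genes, whose summed ratio was 1.29. Loss of Bptf is not needed, since Rpph1 in WT was at 0.775 times its BptfΔ level. Library preparation without poly(A) selection in batch C may explain the pattern. Of the DEGs found in BptfΔ alone, 5.77% had a mean under 10 counts in the WT libraries of other batches.

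WT batches differed in a median of 1165.5 genes past the thresholds over 10 pairs, as many as some lines differ from WT. Pairs without batch C differed in 225 to 1451 genes. Effects of a batch that WT and deletion libraries share are removed by the batch term, but effects of clone and culture cannot be told apart from those of the deletion with these libraries.

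The 6 libraries of batch D can be split into 2 groups of 3 in 10 ways. For these libraries alone, the real split gave 390 DEGs, and the other 9 gave 0, with 144 to 562 genes at an unadjusted p under 0.05 against 5459 in the real split. Of the 4 splits that part all 3 same-numbered pairs, 1 gave as many DEGs, the real one; the other 6 splits part 1 pair. This design allows no share under 0.1 over its 10 splits.

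Genes of primitive endoderm, a list of 19 chosen after seeing the data of which 17 were tested, held 9 of the decreased genes shared by at least 5 lines. Fewer endoderm-like cells would put the list's median below random lists, and it was at percentile 0 in Rsf1Δ, Tip5Δ, the libraries labelled Cecr2Δ, WstfΔ and BptfΔ and at 88.9 in Acf1Δ. Since the list was chosen from the pattern, this does not tell whether such cells were fewer. The mean level of the list ranged over 1.64 on the log2 scale between WT batches. Rsf1Δ and WstfΔ changed by -1.36 and -1.26 against the WT libraries of their batch, but none of their libraries lay below every WT library of all batches. A change of that size therefore also occurs between WT cultures. Every library of Tip5Δ, BptfΔ and those labelled Cecr2Δ lay below every WT library, with changes of -2.22, -3.09 and -1.69 within their batches. Correction for GC content and length moved the list's median by at most 0.13.

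X-linked genes had a median log2 fold change of -0.24 in WstfΔ and -0.22 in BptfΔ, and of -0.15 in Acf1Δ and -0.080 in Rsf1Δ, each at percentile 0 of random lists. Of 120 comparisons of a chromosome and a line, 13 were under percentile 0.1, but 6 medians were shifted by more than 0.1: those of the X chromosome in Acf1Δ, WstfΔ and BptfΔ, of chromosome 18 in Acf1Δ (-0.13), of chromosome 3 in WstfΔ (-0.11) and of chromosome 6, which holds the run of lower genes, in BptfΔ (-0.17). Correction for GC content and length left -0.079 in Acf1Δ and -0.075 in Rsf1Δ. In WstfΔ and BptfΔ it left -0.15 and -0.22, library size only gave -0.23 and -0.24, and X-linked genes in the WT libraries of the batch lay at 0.099 and -0.065 against other WT batches. The cause of these shifts was not tested further.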
